# The BET inhibitor attenuates the inflammatory response and cell migration in human microglial HMC3 cell line

**DOI:** 10.1038/s41598-021-87828-1

**Published:** 2021-04-23

**Authors:** Mina Baek, Eunyoung Yoo, Hae In Choi, Ga Yeong An, Jin Choul Chai, Young Seek Lee, Kyoung Hwa Jung, Young Gyu Chai

**Keywords:** Neuroimmunology, Gene expression

## Abstract

Microglia, resident macrophages of the brain that act as primary immune cells, play essential roles in innate immunity and neuroinflammatory pathologies. Microglial cells are rapidly activated in response to infection and inflammation/injury, associated with the expression of proinflammatory genes and secretion of cytokines. The bromodomain and extra-terminal (BET) inhibitor JQ1 has been shown to be an epigenetic agent that reduces inflammation. In this study, we investigated the mechanisms underlying the anti-inflammatory and anti-migratory functions of JQ1 and the genes targeted by JQ1 in lipopolysaccharide (LPS)-activated human microglial clone 3 (HMC3) cells using RNA-sequencing (RNA-seq). We analyzed the pattern of inflammation-related genes (chemokines, cytokines, and interferon-stimulated genes) and migration-related genes with JQ1 treatment from differentially expressed genes analysis in HMC3 cells. We found that LPS-induced IRF1 directly regulated inflammation- and migration-related genes and that JQ1 significantly reduced IRF1 and its target genes. Additionally, IRF1 attenuation significantly downregulated target genes and inhibited microglial migration. Our data suggest that the BET inhibitor JQ1 can modulate the inflammatory response and migration through the regulation of LPS-induced IRF1 in human microglia.

## Introduction

Microglia are brain-resident macrophages that regulate brain development, the maintenance of neuronal networks, and injury repair^1,2^. Furthermore, microglia continuously survey the central nervous system microenvironment and maintain homeostasis under normal physiological conditions^3^. Microglia also play critical roles in the innate immune system and neuroinflammation in the brain. In response to injury or inflammatory stimuli, microglial cells are rapidly activated and promote neuroinflammatory processes through the secretion of various chemokines and cytokines. Microglia act as neuromodulators that can modify the morphology and phagocytic activity^4,5^. These regulatory effects of microglial cells can affect neurons by modulating synapse formation and neuronal survival^6^.

Lipopolysaccharide (LPS) functions as a potent activator of the immune system^7^. LPS induces microglial activation, produces proinflammatory chemokines and cytokines, and elicits a wide range of effects on cell adhesion, migration, survival, and cell death^8,9^. In vitro treatment of microglial cells with proinflammatory stimuli such as LPS and interferon gamma (IFNγ) induces M1 polarization characterized by the increased expression of proinflammatory molecules, such as IL1β, IFNγ, CXCL10, NOS, and COX2^10^.

Microglial cells activated by the inflammatory response migrate to the affected site and release various proinflammatory molecules. Therefore, increased migration may also be a feature of activated microglial cells^3,11,12^.

Bromodomains are served as regulators of protein–protein interactions in different cellular processes such as transcription and chromatin remodeling^13^. The bromodomain and extra-terminal (BET) family proteins bind acetylated histones in the enhancer or promoter regions of inflammatory genes. The BET family proteins comprise bromodomain-containing protein 2 (BRD2), BRD3, BRD4, and BRDT, which are epigenetic reader proteins^14^. In particular, BRD4 acts in the key steps of transcription factors (TFs) recruitment, enhancer and mediator complex assembly, and transcriptional elongation of oncogenes and proinflammatory chemokines or cytokines^15^. Furthermore, many in vitro studies have found that BET family proteins regulate the transcription of proinflammatory genes^16^.

JQ1 is a selective inhibitor of BET proteins that competitively binds acetylated lysine residues on chromatin^17^. BRD4 inhibition by JQ1 was demonstrated to attenuate LPS‐induced expression of proinflammatory cytokines and suppress inflammatory reactions in HAPI murine microglial cells^18^. In our previous studies, we reported that BET inhibitor JQ1 significantly reduces critical inflammatory genes in LPS-stimulated BV-2 murine microglial cells^19^ and murine primary bone marrow-derived macrophages^20^, implying that the BET proteins control to neuroinflammation.

In the present study, we performed RNA-seq for gene expression profiling of LPS + JQ1-treated human microglial clone 3 (HMC3) cells compared with LPS-treated HMC3 cells. Our results show that the BET inhibitor JQ1 attenuated LPS-induced inflammatory and migratory responses, revealing the regulatory effects of JQ1 in microglia activation. Additionally, JQ1 inhibited the LPS-induced IRF1, which suppressed the migration of microglia by regulating migration-related genes. This manuscript describes the first study to performed transcriptome analyses of neuroinflammation in human microglial cell lines using RNA-seq analysis to the best of our knowledge. We also showed an anti-inflammatory and anti-migratory effect for JQ1 on genome-wide mRNA level changes. These results provide a better understanding of the molecular signatures of neuroinflammation in human microglial cell lines. It also provides the basis for BET proteins to play an essential role in regulating inflammation and migration genes.

## Results

### Analysis of cell morphology and viability of LPS- or JQ1-treated HMC3 cells

In general, microglia of different phenotypes are classified by their morphological features. 'Resting' microglia are characterized as highly ramified, and 'activated' microglia have transformed to an amoeboid phenotype^21^. DMSO- and JQ1-treated HMC3 cells (resting cells) showed a morphology typical of microglia with small cell bodies and multiple, branched, and extensive ramifications of the distal processes. The LPS-treated HMC3 cells (activated cells) tended to exhibit an appearance characteristic of activated microglia that generally had larger cell bodies, fewer branches, and an amoeboid phenotype compared with the DMSO- and JQ1-treated cells (Fig. 1A). Also, some LPS + JQ1-treated HMC3 cells showed an amoeboid phenotype. To validate the HMC3 cells, we performed immunostaining for IBA1, a microglia-lineage marker at 4 h (Fig. 1B) and 24 h (Fig. S1A). The HMC3 cells were strongly expressed IBA1 in both resting and activated microglia. Also, the mRNA expression of microglia-lineage markers (P2RY12 and CSF1R) was confirmed (Fig. S1B).

**Figure 1:**
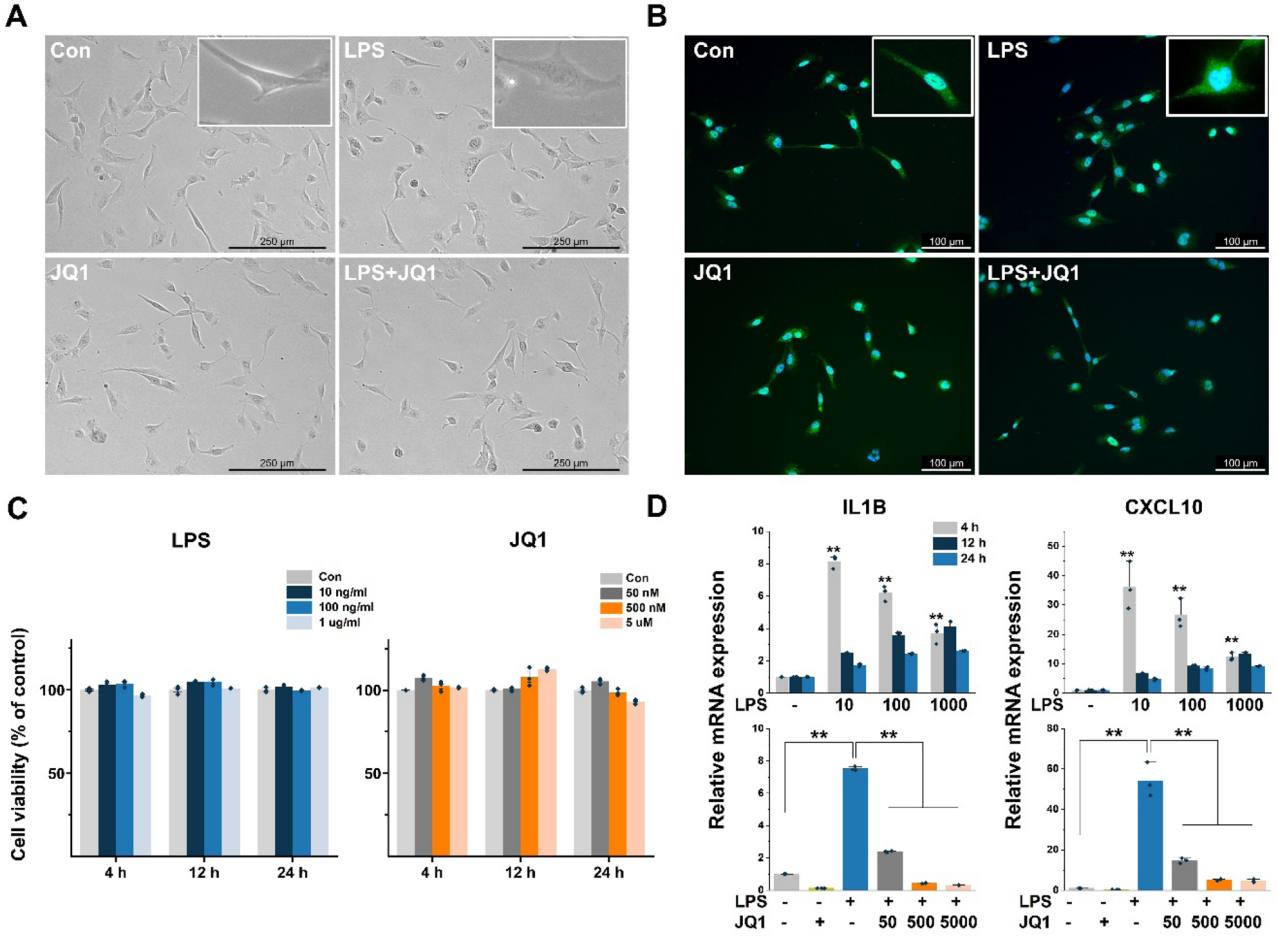
Effects of LPS and JQ1 on HMC3 cells and the expression of inflammatory response-related genes in LPS- and JQ1-treated cells. (**A**) Morphology of HMC3 cells after treatment with LPS, JQ1, and LPS + JQ1 for 4 h. (**B**) HMC3 cells were cultured for 4 h after treatment with LPS (100 ng/ml) and JQ1 (500 nM) and stained for IBA1 (green fluorescence), a microglia-lineage marker. Nuclei were counterstained with DAPI (blue). (**C**) HMC3 cells were treated with LPS and JQ1 at different concentrations for different durations (4 h, 24 h, and 48 h). The viability of the HMC3 cells was determined using the WST-1 assay. (**D**) HMC3 cells were treated with LPS at different doses (10, 100, and 1000 ng/ml) for 4 h. Inflammatory genes were significantly upregulated in cells treated with LPS compared to DMSO-treated control cells (upper panel). HMC3 cells were treated with LPS (100 ng/ml) and JQ1 at different doses (50, 500, and 5000 nM) for 4 h. Inflammatory genes were significantly downregulated in cells treated with JQ1 (bottom panel). Gene expression was normalized to GAPDH transcript levels. The data represent three independent experiments. The values are the mean ± SEM of triplicate experiments (*p < 0.05 and **p < 0.001).

The effects of LPS and JQ1 on the viability of HMC3 cells were evaluated using the WST-1 assay. The LPS- and JQ1-treated cells were shown no significant differences compared to control cells, suggesting that those cells were not affected by the cellular cytotoxic in our experiments (Fig. 1C).

### Gene induction patterns in HMC3 cells following LPS and LPS + JQ1 treatment

To determine the optimal time and concentration for gene induction by LPS, we analyzed the expression of inflammatory genes in LPS-treated cells compared to control cells. The HMC3 cells were treated with LPS at different doses (10–1000 ng/ml) and at different time points (4 h, 12 h, and 24 h). As shown in Figs. 1D and S1C, the LPS-treated cells were significantly upregulated expressions of the inflammatory genes such as CCL2, CXCL10, IFNB1, IL1B, and TNFa, which peaked at 4 h. Gene expressions of IFNB1 and TNFα were increased slightly further at 10 ng/ml, but no significant difference from 100 ng/ml. Rather, gene expressions of CCL2, IFNB1, and IL1B were increased at 12 h with 100 ng/ml than 10 ng/ml LPS. Next, we examined whether JQ1 could alter the expression of inflammatory genes after an induced inflammatory response with 100 ng/ml LPS. JQ1 significantly suppressed LPS-induced inflammatory genes in a dose-dependent manner (Figs. 1D and S1C). We thus determined the optimal experimental conditions for subsequent transcriptional profiling.

### Differentially expressed genes in LPS-treated HMC3 cells

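HMC3 is an immortalized human microglial cell line, LPS is a bacterial cell wall component that activates innate immune cells, and JQ1 is a small molecule that keeps BET proteins from binding acetylated histones. RNA-seq was performed on 12 independent samples in 4 groups of 3: DMSO-treated control cells (Con), cells treated with LPS (100 ng/ml), cells treated with JQ1 (500 nM), and cells treated with both (LPS + JQ1), each for 4 h. Ribosomal RNA was depleted and strand-specific libraries were sequenced on an Illumina instrument. The authors trimmed the reads, aligned them to GRCh38 with STAR, and deposited the number of reads STAR counted on each gene in each sample, without normalization. The column for the strand that held 98.4% of the stranded gene counts was used. Gene counts per library ranged from 3513134 to 5772130 in Con (median 4345238), from 3692733 to 4147749 in JQ1 (median 3969433), from 4506912 to 5889711 in LPS (median 4592290), and from 4277125 to 5105724 in LPS + JQ1 (median 4532839). In addition, 16441715 to 22477157 reads per library mapped to several places and were counted on no gene. The 5 genes with the highest counts, which are RN7SK, RN7SL1, RN7SL2, RPPH1 and RMRP, took 14.9% to 19.2% of the gene counts. No pair of replicates in a group matched within sampling noise, since the chi-square per degree of freedom between their counts was 1.38 or more. Of the 26475 genes in the files, 12156 passed edgeR's low-count filter and were tested with edgeR's quasi-likelihood test after TMM normalization, with all 12 samples in a model of 4 groups. A gene was counted as differentially expressed at an adjusted p under 0.01 and an absolute log2 fold change of at least 1.5, and a change in a named gene was called at an adjusted p under 0.05. Values per gene are CPM (counts scaled to the normalized library size) with the SD of 3 samples. Where every library of a group had 3 counts or fewer, only a lower bound of the fold difference against 3 counts is given. Exact tests of 3 samples against 3 cannot go below p = 0.1, so p-values for genes come from the model.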

To identify the gene signatures in activated microglial cells, we treated HMC3 cells with LPS (100 ng/ml) before cDNA library construction for RNA-seq experiments. Comprehensive transcriptomic analysis revealed that 132 genes were differentially regulated in LPS-treated HMC3 cells. 

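In LPS-treated cells, 69 of the 12156 genes tested were differentially expressed compared to Con. The filter on low counts moved this number most among the alternatives set beforehand: with only the 10627 genes that had at least 10 counts in every sample, 23 genes passed the same threshold, and all 23 were among the 69. That requirement removes any gene with few counts in 1 group, whether it rose from or fell to a low level. With DESeq2, 63 genes passed, of which 62 were among the 69. The replicate numbers did not pair the samples, since deviations from the group means had a mean correlation of r = -0.25 between same-numbered LPS and Con samples. With the replicate number as a block in the model, 70 genes passed, and they included all 69. With each of the 12 samples left out in turn, between 65 and 76 genes passed. The low-count filter was applied anew in these fits and kept 12268 to 12342 genes, so that the genes tested changed along with the samples.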

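Of the 69 differentially expressed genes, 68 were higher and 1 was lower in LPS-treated cells. Without the fold-change limit, 788 genes were higher and 265 were lower at an adjusted p under 0.05. The gene that was lower was EVI2A, on chromosome 17 from 31316410 to 31321622, with 42 counts in the 3 Con samples and 10 in the 3 LPS samples. Its log2 fold change was -2.13 (standard error 0.49, adjusted p = 0.00121), and 84.6% of its 50-base stretches occur in no other gene. With DESeq2 and its adjusted p, 63 higher genes and 0 lower genes passed the threshold, and with its unadjusted p 71 higher and 4 lower genes passed.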

Among these genes, 112 genes were upregulated, whereas 20 genes were downregulated after LPS treatment (*p* ≤ 0.05 and a fold change ≥ 1.5 log_2_). The heat map in Fig. 2A shows the gene expression patterns of the top 50 genes upregulated by LPS. 

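Of the 50 upregulated genes that the supplement lists for LPS, 24 passed the low-count filter, and all 24 were upregulated past the threshold. This list and the paper's other lists of genes from RNA-seq were made from these same data. Counts of listed genes that pass are therefore no independent check of the lists. The 26 others had at most 22 counts in any library. The upregulated gene with the smallest adjusted p was CXCL8, on chromosome 4 from 73740569 to 73743716. Its expression was 17.3 ± 0.485 CPM (SD, n = 3) in Con and 423.9 ± 19.7 CPM in LPS, a log2 fold change of 4.61 (standard error 0.08, adjusted p = 3.62e-48). TNFAIP2 had a log2 fold change of 3.46 (standard error 0.14, adjusted p = 1.26e-29).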

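The chemokine gene CCL20, on chromosome 2 from 227813842 to 227817556, had 1 count in the 3 Con libraries together and 107 in the 3 LPS libraries, so its expression was at least 10.8-fold higher in LPS (adjusted p = 1.10e-13). CXCL10, on chromosome 4 from 76021118 to 76023497, rose from 2.06 ± 0.643 CPM (SD, n = 3) to 63.6 ± 9.34 CPM, a log2 fold change of 5.00 (standard error 0.19, adjusted p = 2.35e-31). For CSF3, MMP3 and LTB no read was counted in any Con library. The 3 LPS libraries held 31 counts of CSF3, 27 of MMP3 and 20 of LTB, so that expression was at least 3.05-fold, 2.87-fold and 2.03-fold higher, respectively. These 3 genes had too few counts for the low-count filter and were not tested. Without the filter, all 3 were higher in LPS at adjusted p-values of 1.28e-06, 4.94e-05 and 0.00116.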

Most of the upregulated genes were inflammatory response- and immune response-related genes, such as CCL20, CSF3, MMP3, LTB, and CXCL10. Next, we performed functional classification analysis of the DEGs using DAVID and classified the results into biological process categories for GO term analysis. The GO term analysis used up- and downregulated genes after treatment with LPS (100 ng/ml) for 4 h. 

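The low-count filter kept 6 of the 18 genes that the supplement lists as downregulated by LPS. Of these 6, 4 were lower in LPS at an adjusted p under 0.05, and 1 of these passed the threshold of differential expression. The 12 genes that were not tested had at most 18 counts in any library, with a median of 26 counts over the 12 libraries together. At this depth, 3 counts correspond to between 0.509 and 0.854 CPM in these libraries.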

The up- and downregulated genes are listed in Tables S1 and S2, respectively. GO analysis showed that the biological functions of DEGs in the LPS-treated groups focused on the inflammatory response, the response to stimuli, and cell chemotaxis (Fig. 2B). Besides, to understand of the molecular functions of the DEGs, we performed IPA to identify biological pathways. Biological pathway analysis of the transcriptome profiling data revealed the significant enrichment of LPS-mediated pathways. Those pathways are related to the DEGs' immune responses, including genes involved in the role of IL-17F in allergic inflammatory airway disease, the role of pattern recognition receptors in recognizing bacteria and viruses, the neuroinflammation signaling pathway, IL6 signaling, and NF-κB signaling. Other notable pathways included high mobility group box 1 (HMGB1) signaling, triggering receptor expressed on myeloid Cells 1 (TREM1) signaling, Toll-like receptor signaling, and the activation of IRF by cytosolic pattern recognition receptors (Fig. 2C).

**Figure 2:**
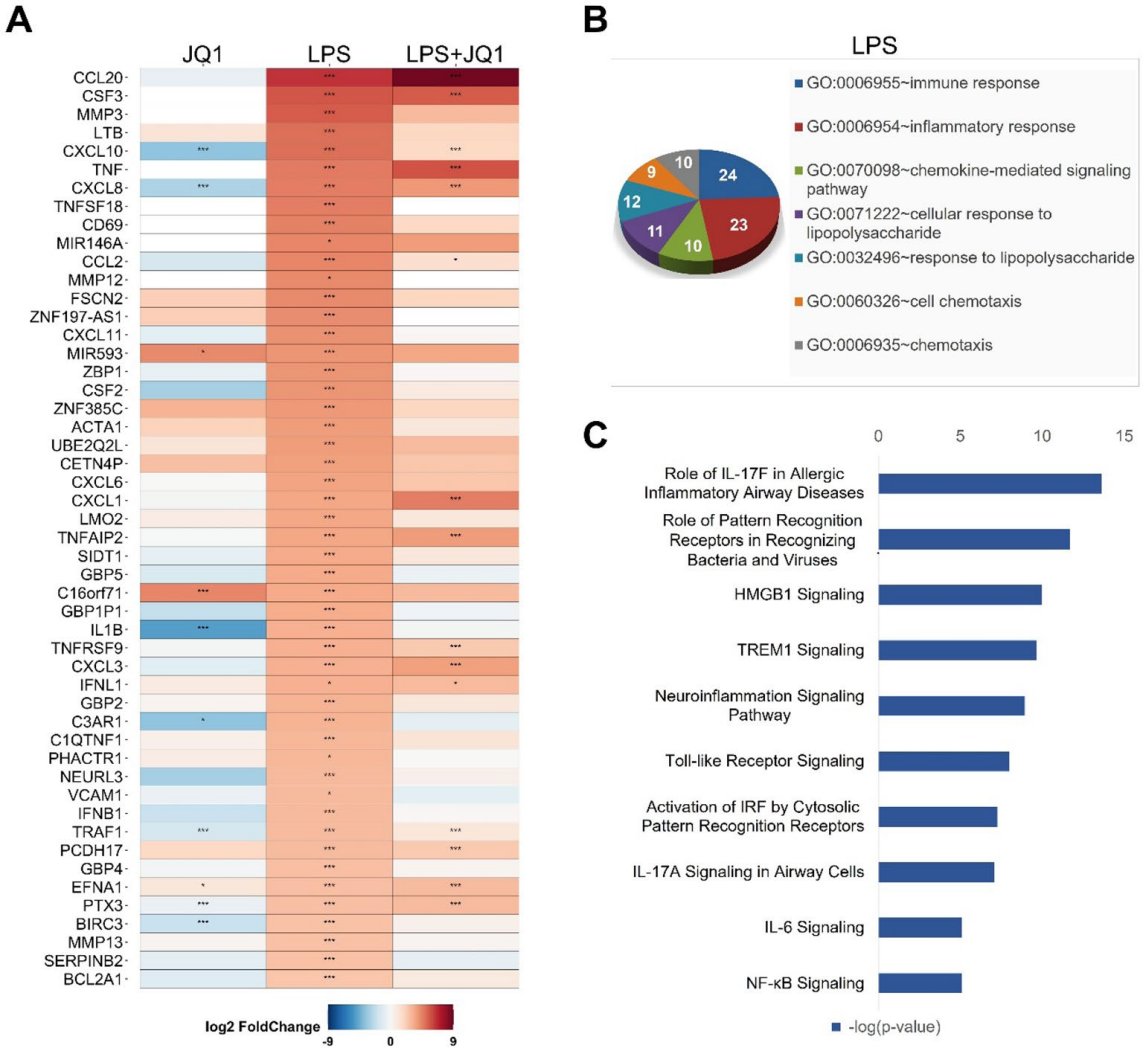
Differentially expressed genes in LPS- and LPS + JQ1-treated HMC3 cells. (**A**) Heat map showing the top 50 upregulated genes in HMC3 cells treated with LPS and LPS + JQ1 for 4 h determined by RNA-seq (*p* ≤ 0.05 and fold change ≥ 1.5 log2). Each experiment was performed in experimental triplicates (n = 3) for each condition, and the results were individually combined. The color scale shown in the heat map represents the log_2_ fold change values. Red cells indicate upregulated gene, while blue cells indicate downregulated genes. The p-value with an asterisk attached in the cell represents *p < 0.05, **p < 0.01, and ***p < 0.001. (**B**) GO term analysis of the biological processes associated with up- and downregulated genes after LPS (100 ng/ml) and JQ1 (500 nM) treatment for 4 h. GO analysis of the number of genes shown in the van diagram. (**C**) Biological pathway analysis of DEGs in cells treated with LPS and LPS + JQ1 using IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis) showed up- and downregulated genes.

### Differentially expressed genes in LPS + JQ1-treated HMC3 cells

To analyze the transcriptome of JQ1-treated activated microglial cells, we performed RNA-seq experiments using a cDNA library of LPS + JQ1-treated HMC3 cells. 

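In a principal component analysis of the 12 libraries, the first component held 61.2% of the variance and the second 10.6%. The 6 samples treated with JQ1, with or without LPS, lay between -33.1 and -29.9 on the first component, and the 6 samples without JQ1 lay between 25.1 and 36.4. The second component separated the samples treated with LPS, between -15.0 and -10.2, from those without LPS, between 7.01 and 22.3.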

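Compared to Con, 395 genes were differentially expressed in LPS + JQ1-treated cells. With at least 10 counts required in every sample the number was 182, and with DESeq2 it was 368, all of them among the 395. Deviations of same-numbered LPS + JQ1 and Con samples had a mean correlation of r = -0.12, and with the replicate number as a block 393 genes passed, 387 of them among the 395. With each sample left out in turn, where the filter kept more genes, between 399 and 427 genes passed. The genes that differed from Con in LPS and in LPS + JQ1 shared 24 genes.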

RNA-seq analysis revealed 556 DEGs in the LPS + JQ1-treated HMC3 cells. Among these genes, 337 genes were upregulated, whereas 237 genes were downregulated in the LPS + JQ1-treated cells compared to control cells (*p* ≤ 0.05 and a fold change ≥ 1.5 log_2_). 

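In LPS + JQ1-treated cells, 233 genes were higher and 162 were lower than in Con. This split depended on the scaling of the libraries. When counts were scaled by library size only, without TMM factors, the median log2 fold change of all genes moved by -0.11, and 176 genes were higher and 215 lower, so that the share of higher genes was 45.0% instead of 59.0%. Without the fold-change limit, 2901 genes were higher and 2907 were lower at an adjusted p under 0.05.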

The heat map in Fig. S2A shows the gene expression patterns of the top 50 genes upregulated in LPS + JQ1-treated cells. 

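Of the 50 upregulated genes that the supplement lists for LPS + JQ1, 14 passed the low-count filter, and all 14 were upregulated past the threshold in LPS + JQ1. The other 36 had at most 18 counts in any library. CCL20, with 433 counts in the 3 LPS + JQ1 libraries, was at least 51.1-fold higher than in Con (adjusted p = 3.80e-27). FAM46C had a log2 fold change of 4.97 (standard error 0.25, adjusted p = 6.81e-26).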

Most of the upregulated genes were inflammatory response-related genes, including CCL2, PCDH1, TNF, CSF3, and NKD1. 

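CCL2, on chromosome 17 from 34255285 to 34257203, was 0.754 ± 0.169 CPM (SD, n = 3) in Con and 2.24 ± 0.274 CPM in LPS + JQ1, a log2 fold change of 1.50 (standard error 0.48, adjusted p = 0.00681). This value lay at the fold-change limit and the gene had 11 counts in the 3 Con libraries. No read of PCDH1, TNF or CSF3 was counted in Con. PCDH1, with 31 counts in the 3 LPS + JQ1 libraries, was at least 3.63-fold higher. TNF, with 27 counts, was at least 3.27-fold higher, and CSF3, with 25 counts, was at least 2.92-fold higher. NKD1 was at least 2.5-fold higher. TNF, CSF3 and NKD1 had too few counts to be tested with the filter. PCDH1 was also at least 3.3-fold higher in cells treated with JQ1 alone.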

The GO term analysis used up- and downregulated genes after treatment with LPS (100 ng/ml) and JQ1 (500 nM) for 4 h. The up- and downregulated genes are listed in Tables S3 and S4, respectively. 

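Among the 49 downregulated genes of Table S4, 12 passed the low-count filter and all 12 were lower in LPS + JQ1 than in Con past the threshold. The 37 others had at most 18 counts in any library. HAS2, on chromosome 8 from 121612116 to 121641440, fell from 65.6 ± 0.722 CPM (SD, n = 3) in Con to 1.42 ± 0.186 CPM, a log2 fold change of -5.50 (standard error 0.19, adjusted p = 2.28e-33).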

The results of GO analysis using DAVID showed that the biological functions of the DEGs in LPS + JQ1-treated cells were related to the inflammatory response and cell–cell signaling and cell migration (Fig. S2B). Biological pathway analysis of the DEGs in LPS + JQ1-treated cells using IPA showed their involvement in IL17A signaling, HMGB1 signaling, NF-κB signaling, IL6 signaling, and neuroinflammation signaling pathways, which were the same pathways indicated by biological pathway analysis of the DEGs in LPS-treated cells. However, some pathways, such as the production of nitric oxide and reactive oxygen species in macrophages, cardiac hypertrophy signaling, CD27 signaling, and IL8 signaling, were enriched LPS + JQ1-treated cells (Fig. S2C).

### Differentially expressed genes in JQ1-treated HMC3 cells

We also evaluated the effect of JQ1 alone on HMC3 cells. 

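In cells treated with JQ1 alone, 357 genes were differentially expressed compared to Con. With at least 10 counts required in every sample there were 157 genes, and with DESeq2 there were 331, of which 328 were among the 357. The mean correlation of deviations between same-numbered JQ1 and Con samples was r = -0.16. With the replicate number as a block, 354 genes passed, and 348 of them were among the 357. Leaving out each sample in turn gave between 346 and 391 genes. Of the 357 genes, 262 (73.4%) also differed from Con in LPS + JQ1, 260 of them in the same direction.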

A total of 273 genes were upregulated, and 249 genes were downregulated in JQ1-treated cells (Fig. S3A). 

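JQ1 alone raised 189 genes and lowered 168. When counts were scaled by library size only, 161 genes were higher and 215 lower, so that the share of higher genes was 42.8% instead of 52.9%. At an adjusted p under 0.05 without the fold-change limit, 2757 genes were higher and 2693 were lower.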

The GO term analysis used up- and downregulated genes after treatment with JQ1 (500 nM) for 4 h. 

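The low-count filter kept 18 of the 50 upregulated genes that the supplement lists for JQ1, and all 18 were higher in JQ1 than in Con past the threshold. It kept 16 of the 49 downregulated genes, of which 15 were lower past the threshold and the other was lower at an adjusted p under 0.05. The genes that were not tested had at most 15 counts in any library for the upregulated list and 17 for the downregulated list. FAM46C was 0.959 ± 0.188 CPM (SD, n = 3) in Con and 29.2 ± 2.34 CPM in JQ1, a log2 fold change of 4.85 (standard error 0.25, adjusted p = 2.04e-24). FOS, with a log2 fold change of 3.36 (standard error 0.34, adjusted p = 1.09e-12), had 16 counts in the 3 Con libraries and 137 in the 3 JQ1 libraries. HAS2 had a log2 fold change of -5.22 (standard error 0.19, adjusted p = 2.41e-31).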

The up- and downregulated genes are listed in Tables S5 and S6, respectively. Among these genes, several genes are involved in the inflammatory response (CXCL8, CXCL10, IFIT5, IFNLR1, IL1B, IL6, IL15, TNFAIP3, TNFSF4, TNFSF9, and TNFSF10), but most of the DEGs are not. 

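Of these 11 genes, 10 passed the low-count filter. In JQ1 compared to Con, 8 were downregulated past the threshold of differential expression and 1 more was lower at an adjusted p under 0.05. TNFSF9 was upregulated past the threshold. TNFSF4, with 0 counts in the 3 Con libraries and 7 in the 3 JQ1 libraries, did not pass the filter and was not tested. Without the filter it was higher in JQ1 at an adjusted p of 0.0276.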

Interestingly, the inflammatory response genes described above were downregulated by JQ1. 

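For IL1B and CXCL10, the JQ1 libraries were at the floor of 3 counts or fewer, which leaves a lower bound of the decrease. IL1B had 43 counts in the 3 Con libraries and 1 in the 3 JQ1 libraries, at least 3.89-fold lower (adjusted p = 1.31e-07). CXCL10 had 28 counts against 2, at least 2.63-fold lower (adjusted p = 1.32e-04). CXCL8 fell to 2.41 ± 0.513 CPM (SD, n = 3), a log2 fold change of -2.82 (standard error 0.22, adjusted p = 2.82e-17). IL6 had a log2 fold change of -2.13 (adjusted p = 3.86e-06), IL15 of -1.66 (adjusted p = 1.60e-06), TNFAIP3 of -1.66 (adjusted p = 3.23e-12), IFIT5 of -1.63 (adjusted p = 2.06e-28) and IFNLR1 of -1.54 (adjusted p = 7.11e-04). TNFSF10 had a log2 fold change of -1.47 (adjusted p = 0.00216), and with Con replicate 1 left out it was -0.97, with an adjusted p of 0.0797. Its adjusted p ranged from 1.80e-04 to 0.0797 over the alternatives. TNFSF9 rose from 4.39 ± 0.419 CPM to 16.7 ± 0.766 CPM, a log2 fold change of 1.90 (standard error 0.20, adjusted p = 7.76e-12).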

GO analysis showed that the DEGs' biological functions are associated with the regulation of cell proliferation and the response to LPS (Fig. S3B). Biological pathway analysis of the DEGs in JQ1-treated cells using IPA showed their involvement in HMGB1 signaling, which were the same pathways in the DEGs in LPS- and LPS + JQ1-treated cells. However, some pathways, such as the role of macrophages, fibroblasts, and endothelial cells in rheumatoid arthritis, axonal guidance signaling, ceramide signaling, and STAT3 pathway, were enriched in JQ1-treated cells (Fig. S3C).

### Gene signatures involved in the effect of JQ1 on the LPS-induced inflammatory response

To investigate whether JQ1 acts as an anti-inflammatory agent in human microglial cells, we exposed HMC3 cells to both LPS and JQ1 and compared their transcriptomic profile from that of the group treated with LPS alone. 

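When LPS + JQ1 was tested against LPS, 476 genes were differentially expressed, of which 228 were higher and 248 lower in LPS + JQ1. With library size only, 482 genes passed, 197 higher and 285 lower. Same-numbered LPS + JQ1 and LPS samples had deviations with a mean correlation of r = 0.090, and with the replicate number as a block 474 genes passed, 226 higher and 248 lower. The count was between 480 and 504 with each sample left out in turn, where the low-count filter kept more genes. DLL4, with 4 counts in the 3 LPS libraries and 95 in the 3 LPS + JQ1 libraries, was at least 12.2-fold higher in LPS + JQ1 (adjusted p = 1.02e-12). RTP4, with 194 counts in the 3 LPS libraries and 1 in the 3 LPS + JQ1 libraries, was at least 18.8-fold lower.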

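Of 27 chemokine, interferon-related, interleukin-related and TNF-related genes, 21 passed the low-count filter. Of these 21, 18 were higher in LPS than in Con at an adjusted p under 0.05, and 3 (IFNLR1, TNFRSF10D and TNFRSF11B) showed no call. In LPS + JQ1 compared to LPS, 15 of the 21 were lower and 4 were higher, namely CCL20, CXCL1, CXCL2 and TNFRSF10D. CXCL3 and CXCL5 showed no call. CCL20 rose further, from 6.88 ± 1.33 CPM (SD, n = 3) in LPS to 32.5 ± 1.04 CPM, a log2 fold change of 2.21 (standard error 0.16, adjusted p = 8.98e-18). TNFRSF10D had a log2 fold change of 1.54 (standard error 0.08, adjusted p = 4.33e-25). The interferon-related genes IFIH1 and IFNB1 had log2 fold changes of -2.71 (adjusted p = 2.11e-24) and -2.71 (adjusted p = 1.07e-07). Among the interleukin-related genes, IL1B changed by -3.40 (adjusted p = 6.50e-22), IL7R by -2.39 (adjusted p = 7.47e-35), IL15 by -1.40 (adjusted p = 9.78e-08) and IL6 by -1.27 (adjusted p = 2.59e-10). TNFSF10 changed by -4.59 (adjusted p = 7.35e-21), TNFRSF11B by -1.55 (adjusted p = 4.26e-04) and TNFRSF9 by -0.76 (adjusted p = 8.69e-05). The 6 genes that were not tested were CXCL6, IFNL1, ZBP1, TNF, TNFSF13B and TNFSF18.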

Most inflammatory genes were upregulated in the activated cells (treated with only LPS) but suppressed in activated HMC3 cells upon JQ1 treatment; these genes include chemokines and cytokines (CCL2, CCL20, CXCL1, CXCL2, CXCL3, CXCL5, CXCL6, CXCL8, CXCL10, and CXCL11), interferon-related genes (IFNB1, IFNL1, IFNRL1, IFIH1, IFIT2, and ZBP1), interleukins and related genes (IL1B, IL6, IL7R, and IL15), and TNFα-related genes (TNF, TNFRSF9, TNFRSF10D, TNFRSF11B, TNFSF10, TNFSF13B, and TNFSF18) (Fig. 3A, C). IPA downstream effects analysis identifies biological processes and functions related to inflammatory responses and predicts whether these processes increase or decrease. 

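The supplement lists 49 inflammatory genes, of which 38 passed the low-count filter. In LPS compared to Con, 27 of the 38 were higher at an adjusted p under 0.05, and 21 were past the threshold of differential expression. The 11 genes that were not tested had at most 21 counts in any library.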

Using IPA downstream effects analysis, we found that 39 DEGs, including chemokines/cytokines genes in LPS-treated cells (Fig. 3B). Values indicating the log_2_ fold change and *p*-value in the expression of inflammatory genes in LPS- and LPS + JQ1-treated cells are listed in Table S7. 

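Of the 38 genes of Table S7 that were tested, 27 were lower and 8 were higher in LPS + JQ1 than in LPS at an adjusted p under 0.05. Adjusting over the genes of the table alone gave 28 lower and 9 higher. As the table was made from these same data, this count shows no stability. With the replicate number as a block in the model, 27 were lower, and with at least 10 counts required in every sample 10 of 14 were lower. The median log2 fold change of the 38 genes between LPS + JQ1 and LPS was -1.51. JQ1 without LPS also lowered most of the list, with 24 of the 38 lower and 5 higher than in Con. The LPS effect was smaller with JQ1 for 6 genes and larger for 5 (interaction, adjusted p under 0.05), with a median interaction of -0.08. In LPS + JQ1, 16 of the 38 genes were still higher than in Con and 15 were lower.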

To validate the RNA-seq results, we confirmed the expression of the DEGs by qRT-PCR. Because JQ1 acts as an anti-inflammatory agent, we selected chemokines (CCL2, CXCL8, and CXCL11), cytokines (IFNB1 and IL6), and an interferon response gene (IFIT2) for qRT-PCR experiments (Fig. 3C). The mRNA levels of CCL2, CXCL8, CXCL11, IFNB1, IL6, and IFIT2 were upregulated in LPS-treated HMC3 cells but suppressed in LPS + JQ1-treated HMC3 cells. 

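Over all genes rather than listed ones, 68 genes were upregulated by LPS past the threshold. In LPS + JQ1 compared to LPS, 50 of these were lower at an adjusted p under 0.05, 8 were higher and 10 showed no call. The 50 genes that were lower had a median log2 fold change of -2.37, and 39 of them fell by 1.5 or more. In the model with the replicate number as a block, 50 LPS-induced genes were lower. IFIT2, on chromosome 10 from 89302046 to 89309271, was 326.3 ± 28.7 CPM (SD, n = 3) in Con, 1594 ± 54.1 CPM in LPS and 348 ± 10.3 CPM in LPS + JQ1. Its log2 fold change was 2.28 (standard error 0.06, adjusted p = 9.02e-38) in LPS compared to Con and -2.20 (standard error 0.06, adjusted p = 5.20e-37) in LPS + JQ1 compared to LPS. CSF2, with 6 counts in the 3 Con libraries, was at least 10.3-fold higher in LPS, and its log2 fold change in LPS + JQ1 compared to LPS was -3.22 (standard error 0.42, adjusted p = 1.50e-09).

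**Figure D1:**
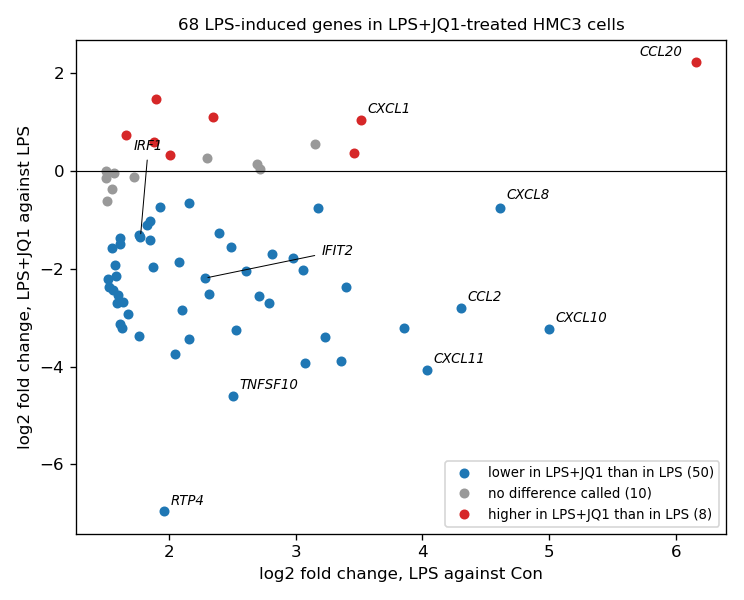
Log2 fold changes of the 68 genes upregulated by LPS, with LPS compared to Con on the x axis and LPS + JQ1 compared to LPS on the y axis. Each point is a gene, and 50 genes lie below 0 with an adjusted p under 0.05, 8 lie above 0 and 10 show no call; for 6 genes the Con libraries had 3 counts or fewer, so that their x values are estimates of the model.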

Overall, these findings confirmed that JQ1 significantly inhibited inflammatory genes induced by LPS.

**Figure 3:**
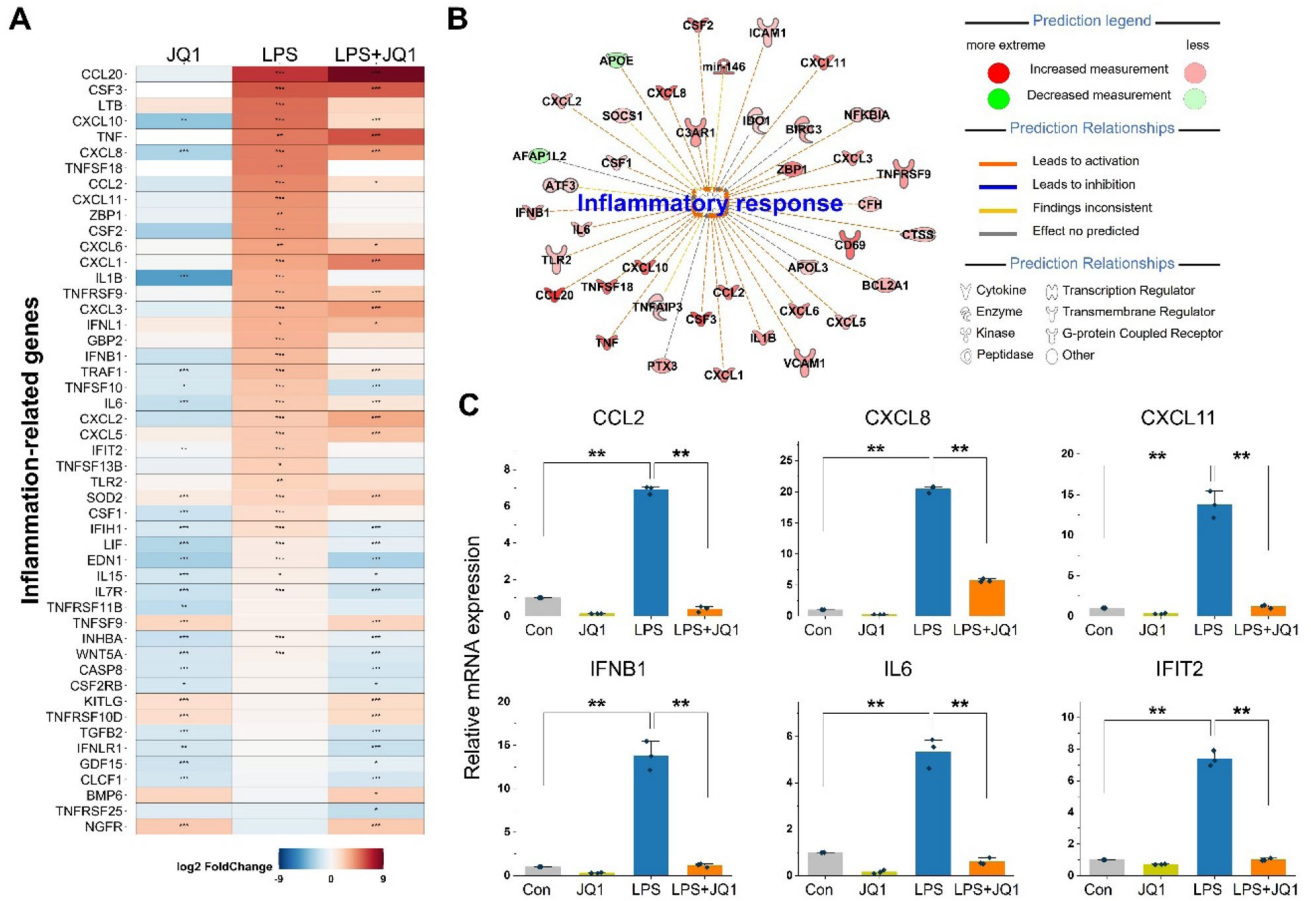
JQ1 inhibits a specific subset of LPS-inducible inflammatory genes. (**A**) Heat map showing chemokine/cytokine and interferon response gene expression in HMC3 cells treated with LPS (100 ng/ml) and JQ1 (500 nM) for 4 h. The color scale shown in the heat map represents the log_2_ fold change values. (**B**) IPA downstream effects analysis presenting the mapping of most significant genes related to inflammatory response genes in LPS-treated cells. The DEGs are colored by predicted activation state, such as activated (red) or suppressed (green). The edges connecting the nodes are colored orange (leading to activation of the downstream node), blue (leading to inhibition), and yellow (if the findings underlying the relationship are inconsistent with the state of the downstream node). (**C**) Expression levels of inflammation-related genes were analyzed by qRT-PCR and normalized to GAPDH transcript levels. Overall, LPS-induced inflammatory genes were inhibited by JQ1. The data represent three independent experiments. The values are the mean ± SEM of triplicate experiments (**p < 0.001).

### Effect of JQ1 on genes involved in the LPS-induced migratory response

The migration of microglial cells is one of the hallmarks of the inflammatory response to the site of injury or inflammation. 

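The supplement lists 78 inflammation- or migration-related genes, and 26 of these are in both of its lists. Of the 78, 56 passed the low-count filter. Their median log2 fold change in LPS + JQ1 compared to LPS was -1.44, and 27 of the 56 fell by 1.5 or more. Compared to Con, 24 of the 56 were still higher in LPS + JQ1 and 18 were lower, at an adjusted p under 0.05. JQ1 without LPS lowered 29 of the 56 compared to Con and raised 10.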

Inflammation-related genes and migration-related genes were affected by LPS and were also downregulated by JQ1 treatment (Fig. 4A). We found that most of the genes were related to inflammation or migration coincide with chemotaxis related genes (CCL2, CCL20, CXCL1, CXCL2, CXCL5, CXCL8, CXCL10, CSF1, CSF2, ICAM1, IFNB1, IL1D, IL6, TNF, TNFSF18, and VCAM1). 

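Of the listed symbols, IL1D is no gene of the files. Among the other 15 genes, 11 passed the low-count filter, and all 11 were upregulated past the threshold by LPS. In LPS + JQ1 compared to LPS, 7 of the 11 were lower (CCL2, CXCL8, CXCL10, CSF1, CSF2, IFNB1 and IL6), 3 were higher (CCL20, CXCL1 and CXCL2), and CXCL5 showed no call. CSF1 had a log2 fold change of -1.37 (standard error 0.15, adjusted p = 2.98e-11). ICAM1, TNF, TNFSF18 and VCAM1 had too few counts to be tested. In LPS + JQ1, 8 of the 11 genes were higher than in Con at an adjusted p under 0.05, and CSF1, CSF2 and IFNB1 showed no call.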

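Of the 55 migratory genes that the supplement lists, 36 passed the low-count filter. In LPS compared to Con, 35 of the 36 were higher at an adjusted p under 0.05, and 34 were past the threshold of differential expression. The 19 genes that were not tested had at most 22 counts in any library, with a median of 39 counts over the 12 libraries together.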

Using IPA downstream effects analysis, we found that 56 DEGs in the LPS-treated cells were related to the migratory response (Fig. 4B). 

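Among the 36 migratory genes tested, 22 were lower and 8 were higher in LPS + JQ1 than in LPS at an adjusted p under 0.05. With adjustment over the listed genes alone, 22 were lower and 10 higher, and since the list comes from the same data this shows no stability. The number of lower genes was 22 with the replicate number as a block. IDO1, on chromosome 8 from 39913891 to 39928790, was 3.38 ± 0.708 CPM (SD, n = 3) in Con, 10.1 ± 2.60 CPM in LPS and 1.77 ± 0.716 CPM in LPS + JQ1. Its log2 fold change was 1.60 (standard error 0.26, adjusted p = 3.55e-06) in LPS compared to Con and -2.54 (standard error 0.31, adjusted p = 2.03e-10) in LPS + JQ1 compared to LPS. MMP3 was at least 2.71-fold lower and VCAM1 at least 1.54-fold lower in LPS + JQ1 than in LPS. Both had too few counts to be tested with the filter, and without it their adjusted p-values were 0.00494 and 0.00977.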

Values indicating the log_2_ fold change and *p*-value in the expression of migratory genes in LPS- and LPS + JQ1-treated cells are listed in Table S8. To validate the RNA-seq results, we confirmed the expression of the DEGs by qRT-PCR. JQ1 possesses anti-migratory activity, and we selected microglia migration-related genes (CSF2, IDO1, MMP3, MMP13, TNFSF10, and VCAM1) for qRT-PCR experiments (Fig. 4C). The mRNA levels of these migratory genes were upregulated in LPS-treated HMC3 cells but suppressed in LPS + JQ1-treated HMC3 cells. These data strongly suggest that JQ1 highly selectively suppresses gene expression during the inflammatory response and microglial migration.

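Of the 36 genes of Table S8 that were tested, 19 were still higher than Con in LPS + JQ1 and 4 were lower, and the median log2 fold change in LPS + JQ1 compared to LPS was -1.19. JQ1 without LPS lowered 14 of the 36 compared to Con and raised 6. The LPS effect was smaller with JQ1 for 10 genes and larger for 6 (interaction, adjusted p under 0.05), with a median interaction of -0.42. The paper compares cells treated with LPS + JQ1 with cells treated with LPS alone, measures selected genes by qRT-PCR, and proposes that JQ1 suppresses gene expression selectively during the inflammatory response and microglial migration.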

**Figure 4:**
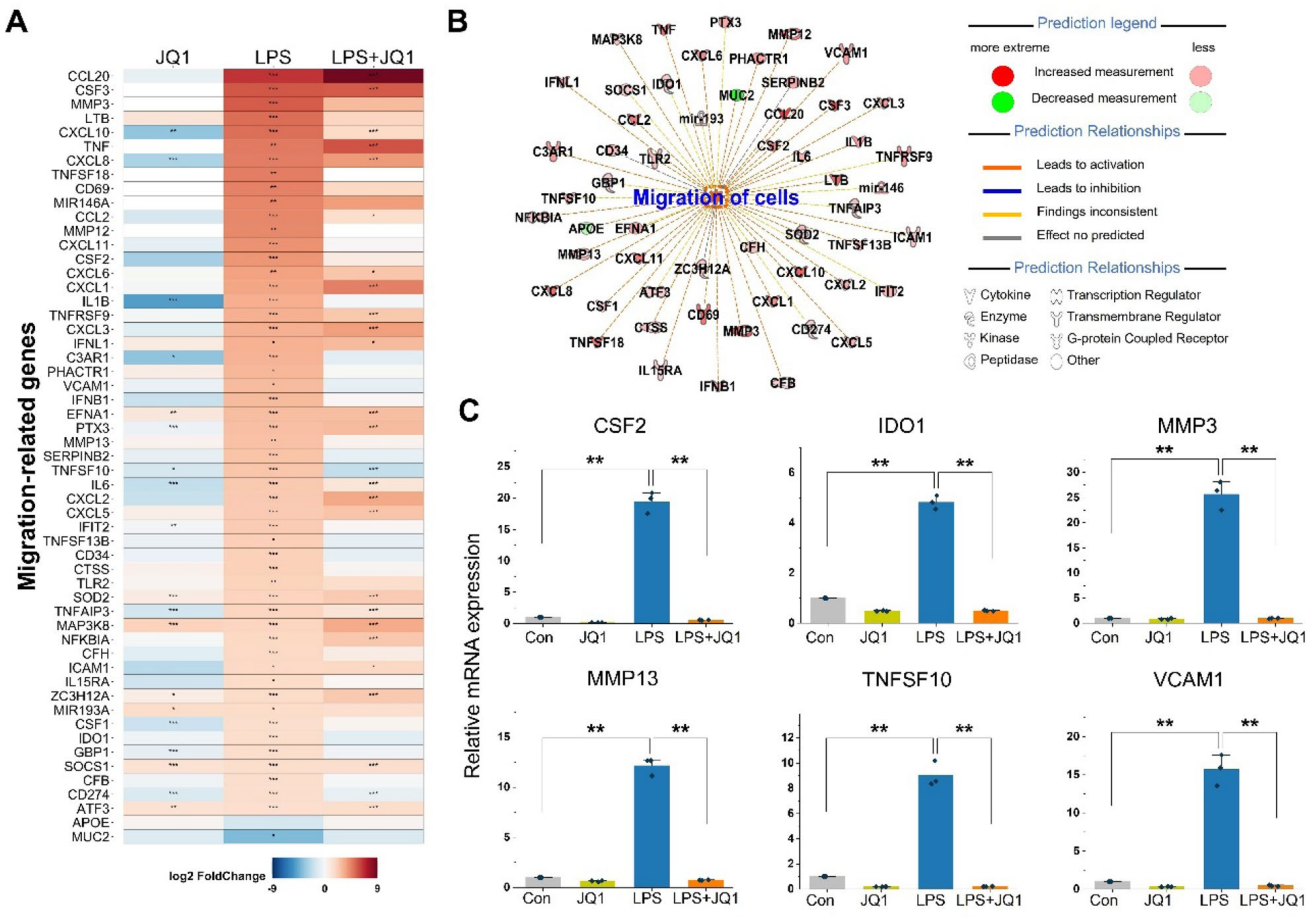
JQ1 inhibits a specific subset of LPS-inducible migratory genes. (**A**) Heat map showing migration-related gene expression in cells treated with LPS (100 ng/ml) and JQ1 (500 nM) at 4 h. The color scale shown in the heat map represents the log_2_ fold change values. (**B**) IPA downstream effects analysis presenting the mapping of most significant genes related to migratory response genes in LPS-treated cells. (**C**) Expression levels of migration-related genes were analyzed by qRT-PCR and normalized to GAPDH transcript levels. Overall, LPS-induced migratory genes were inhibited by JQ1. The data represent three independent experiments. The values are the mean ± SEM of triplicate experiments (**p < 0.001).

### Differential expression of transcription factors in LPS- and JQ1-treated HMC3 cells

To better understand the molecular signature, we focused on upstream regulators of DEGs in LPS + JQ1-treated HMC3 cells. Notably, the upregulated TFs in the LPS-treated cells, including STAT1, RELA, JUN, SMARCA4, and IRF1, showed a decreased activation z-score in LPS + JQ1-treated HMC3 cells (Fig. 5A). 

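The activation z-score is computed from the changes of a factor's target genes, so the factor's own expression is a separate measurement. In LPS compared to Con, RELA (a log2 fold change of 0.04, adjusted p = 0.898), JUN (-0.16, adjusted p = 0.107) and SMARCA4 (0.14, adjusted p = 0.524) showed no call. In LPS + JQ1 compared to LPS, JUN rose by 0.28 (standard error 0.06, adjusted p = 1.66e-04). RELA changed by -0.13 (adjusted p = 0.359) and SMARCA4 by -0.21 (adjusted p = 0.103). Scaling by library size only gave calls for JUN in LPS compared to Con, at -0.19 (adjusted p = 0.0426, range over the alternatives 0.0426 to 0.313), and for SMARCA4 in LPS + JQ1 compared to LPS, at -0.30 (adjusted p = 0.0225, range 0.0225 to 0.545). SMARCA4 also passed without LPS replicate 1 (-0.29, adjusted p = 0.0454) and without LPS + JQ1 replicate 1 (-0.30, adjusted p = 0.0413). The direction of RELA in LPS changed to -0.02 when LPS replicate 2 was left out.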

Also, we analyzed the TF-binding motif of DEGs related to the cell migration response. We perform the in silico analysis of *cis*-regulatory elements in promoter regions of coordinately regulated genes using PSCAN software. Assessment of the scores for the promoters of the DEGs (fold change ≥ 1.5 log_2_) revealed that the putative binding sites for RELA and IRF1 were significantly enriched (Fig. 5B). Among these TFs, we analyzed RELA and IRFs genes using qRT-PCR (Fig. 5C). We found that IRF1 and IRF2 were significantly upregulated in LPS-treated HMC3 cells but suppressed in LPS + JQ1-treated HMC3 cells. RELA and other IRFs, including IRF3, IRF5 IRF7, and IRF9, showed no significant LPS- and LPS + JQ1-treated HMC3 cells. Next, we used IPA to identify the target genes directly or indirectly regulated by IRF1 in LPS- and LPS + JQ1-treated HMC3 cells. Interestingly, we found that inflammatory genes, including cytokines, chemokines, and inflammation response genes (CCL2, CXCL10, IL1B, IFNL1, and CXCL11) and migratory genes (VCAM1) were directly regulated by IRF1 in LPS-treated cells (Fig. 5D). 

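Of these 6 genes, CCL2, CXCL10, IL1B and CXCL11 passed the low-count filter, and all 4 were upregulated past the threshold by LPS. CXCL11, on chromosome 4 from 76033682 to 76036070, rose from 1.66 ± 1.06 CPM (SD, n = 3) in Con to 30.4 ± 1.68 CPM in LPS, a log2 fold change of 4.04 (standard error 0.23, adjusted p = 7.96e-23). IL1B, on chromosome 2 from 112829751 to 112836779, rose from 3.04 ± 0.030 CPM to 28.8 ± 2.34 CPM, a log2 fold change of 3.23 (standard error 0.20, adjusted p = 6.38e-21). CCL2 rose to 15.7 ± 1.12 CPM, a log2 fold change of 4.30 (standard error 0.31, adjusted p = 4.65e-18). IFNL1 and VCAM1 had too few counts to be tested with the filter. Without it, IFNL1 was higher in LPS than in Con (adjusted p = 0.0188), by at least 1.98-fold, and VCAM1 showed no call (adjusted p = 0.103). Of all 26 genes drawn in Fig. 5D, 20 passed the filter, and all 20 were upregulated past the threshold by LPS.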

JQ1 suppressed the regulation of these inflammatory and migratory genes by IRF1 in LPS + JQ1-treated cells (Fig. 5E). 

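In LPS + JQ1 compared to LPS, 16 of the 20 tested genes of Fig. 5D were lower at an adjusted p under 0.05 and 2 were higher (CXCL2 and CCL20). CXCL3 and SOCS1 showed no call, and the direction of SOCS1 (-0.04, adjusted p = 0.887) changed when LPS replicate 1 or LPS + JQ1 replicate 2 was left out. Adjustment over the genes of Fig. 5D alone gave 16 lower and 3 higher, with no added stability since the genes were drawn from these data. The replicate number as a block gave 16 lower genes. CXCL11 had a log2 fold change of -4.06 (standard error 0.23, adjusted p = 3.20e-23), CXCL10 of -3.23 (standard error 0.15, adjusted p = 1.94e-27) and CCL2 of -2.80 (standard error 0.25, adjusted p = 5.59e-15). APOL6 changed by -3.22 (adjusted p = 2.02e-38), CD274 by -2.20 (adjusted p = 3.69e-26), GBP2 by -2.02 (adjusted p = 5.64e-05) and CTSS by -1.86 (adjusted p = 2.38e-06). CFB, for which 63.3% of the 50-base stretches occur in no other gene, changed by -1.57 (adjusted p = 2.89e-09). In LPS + JQ1, 8 of the 20 genes were higher than in Con and 5 were lower. JQ1 without LPS lowered 10 of the 20 compared to Con and raised 1. UBD was not tested, and 20.4% of its stretches occur in no other gene.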

The inflammation-related genes regulated by IRF1 overlap with the migration-related genes associated with the chemotaxis-related genes (Fig. 5F). 

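IRF1, on chromosome 5 from 132481609 to 132490773, was 58.4 ± 2.96 CPM (SD, n = 3) in Con, 200.4 ± 4.83 CPM in LPS, 78.5 ± 6.72 CPM in LPS + JQ1 and 37.3 ± 0.976 CPM in JQ1. Its log2 fold change was 1.78 (standard error 0.08, adjusted p = 1.22e-28) in LPS compared to Con and -1.36 (standard error 0.07, adjusted p = 3.39e-24) in LPS + JQ1 compared to LPS. In a model with the replicate number as a block these were 1.78 and -1.36, and with each sample left out in turn they ranged from 1.74 to 1.81 and from -1.41 to -1.28. Scaling by library size only gave the largest fall in LPS + JQ1, -1.44. IRF1 in LPS + JQ1 was higher than in Con by 0.42 (standard error 0.08, adjusted p = 2.56e-05), and JQ1 without LPS lowered it by a log2 fold change of -0.65 (standard error 0.10, adjusted p = 9.97e-08).

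**Figure D2:**
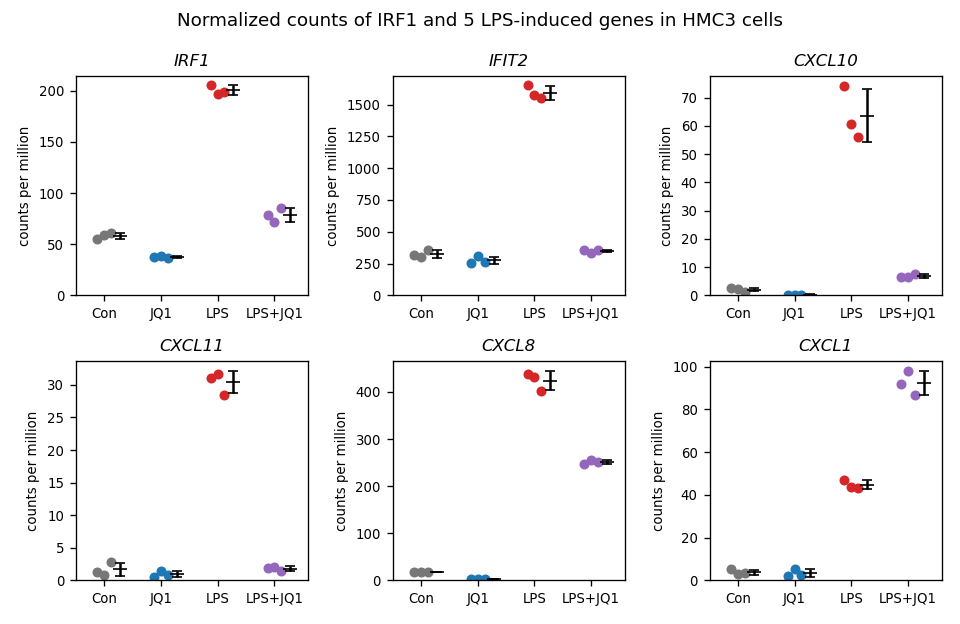
Expression of IRF1 and of 5 genes of Fig. 5D or of the CXC chemokine family (IFIT2, CXCL10, CXCL11, CXCL8 and CXCL1) in CPM on the y axis, in the 4 groups on the x axis; points are the 3 samples of a group and bars show the mean ± SD. IRF1 rises from 58.4 CPM in Con to 200.4 CPM in LPS and is 78.5 CPM in LPS + JQ1, while CXCL1 is higher in LPS + JQ1 (92.1 CPM) than in LPS (44.7 CPM).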

Overall, these findings showed that the LPS-induced key TF IRF1 regulates inflammatory and migratory genes and that this regulation was suppressed by the decrease in IRF1 expression caused by JQ1.

**Figure 5:**
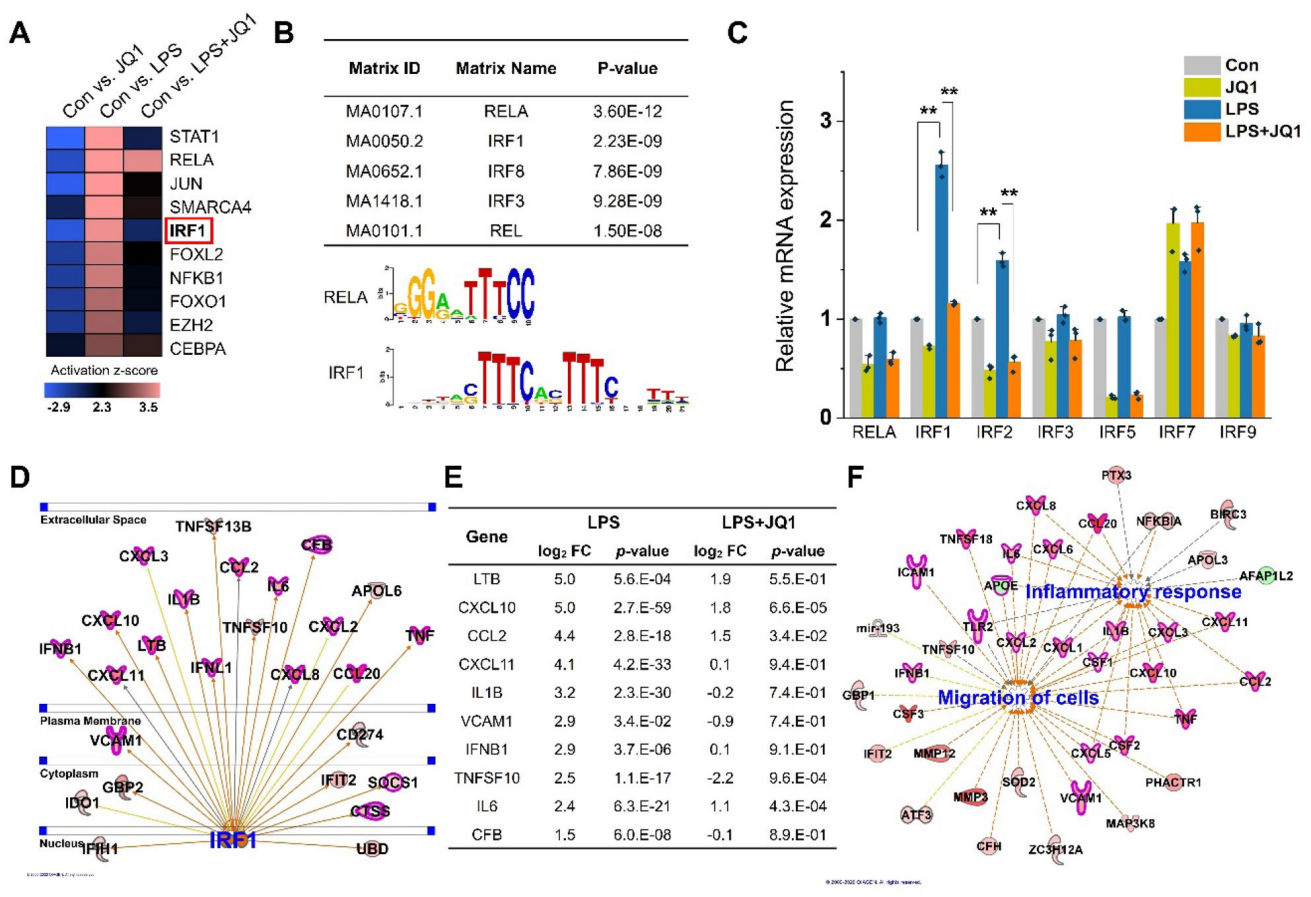
IRF1 regulates migration-related genes in LPS- and LPS + JQ1-treated HMC3 cells. (**A**) IPA upstream regulator analysis of DEGs in LPS-, JQ1- and LPS + JQ1-treated HMC3 cells. The color scale shown in the heat map represents the activation z-score value. (**B**) TF-binding motif analysis to determine TF-binding site enrichment in the promoters of migratory genes. Putative binding sites for IRF1was significantly enriched in LPS-induced migratory genes. (**C**) Expression of RELA and IRF family genes were analyzed by qRT-PCR and normalized to GAPDH transcript levels. Among these IRF family genes, IRF1 and IRF2 were significantly upregulated in LPS-treated cells. The data represent three independent experiments. The values are the mean ± SEM of triplicate experiments (**p < 0.001). (**D**) IPA upstream regulator analysis identified key regulatory gene IRF1, and it targets genes in LPS-treated cells. Of the genes regulated by IRF1, only migration-related genes are shown in bold and in red. The migration-related genes were highly correlated with IRF1. (**E**) Log_2_ fold changes and *p*-value in the expression of IRF1 target genes. (**F**) IPA network analysis of genes related to the inflammatory response and migration in LPS-treated cells. Of the genes identified, only chemotaxis-related genes are shown in bold and in red. Most inflammation-related genes overlap with migration-related genes.

### The transcription factor IRF1 regulated LPS-treated HMC3 cell migration

Furthermore, we hypothesized that IRF1 plays an essential role in the microglial cell migration response. To obtain direct experimental support of this hypothesis, we treated the cells with siRNA to selectively knockdown IRF1 expression and determine the effects on the migration response. Using scrambled siRNA (siNC; negative control group)-treated HMC3 cells, we found crucial cell migration genes, including MMP3 and VCAM1, and chemotaxis genes CCL2, CXCL10, and IL1B were increased after LPS treatment and decreased after LPS + JQ1 treatment. After LPS treatment, the expression of the IRF1 gene was increased in siNC-treated cells, but IRF1 siRNA (siIRF1)-treated HMC3 cells were remarkably reduced of IRF1 expression despite LPS treatment. Migration- and chemotaxis-related gene expression were shown the same results as IRF1. The knockdown of IRF1 led to a significant reduction in migration- and chemotaxis-related gene levels after LPS treatment (Fig. 6A). In addition, we performed an in vitro wound-healing assay to investigate the effects of IRF1 depletion on the migration of microglia. The LPS-treated cells slightly increased the number of cells that migrated to the wound field for 24 h. The LPS + JQ1-treated cells tended to decrease the number of migrated cells compared to LPS-treated cells, but this was not significant. siIRF1-treated cells significantly reduced the number of cells that migrated into the wound field compared with siNC-treated cells after LPS treatment (Fig. 6B). We deduced that BRD4/IRF1 binding might be involved in the regulation of inflammatory and migratory genes. Chromatin immunoprecipitation (ChIP)-qPCR was performed to verify this. The results revealed the BRD4 is directly bound to IRF1 promoter regions. Taken together, these results strongly suggest that LPS-induced IRF1 plays a role in the cell migration response in human microglia.

**Figure 6:**
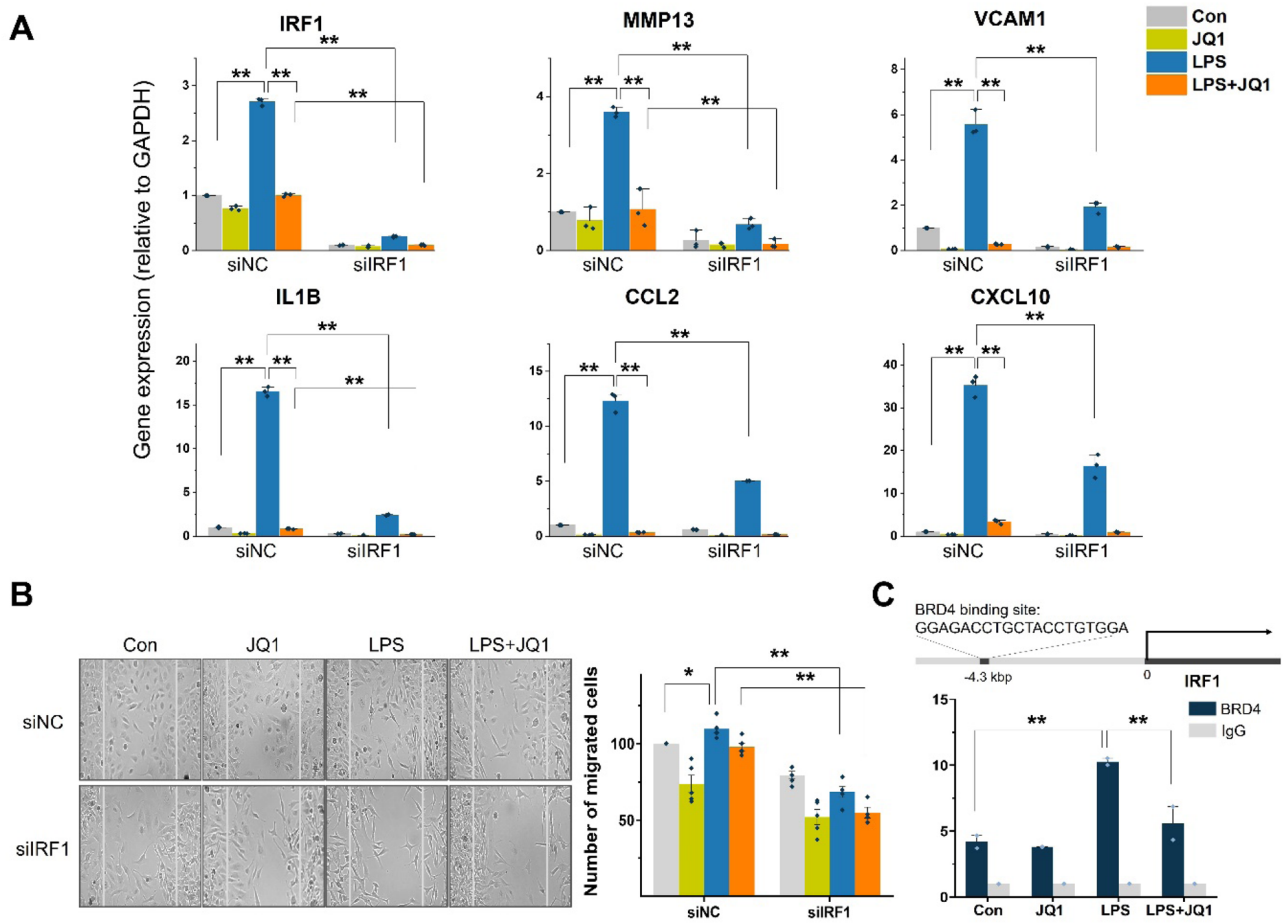
IRF1 regulates cell migration responses. (**A**) Expression of IRF1 target migration-related genes in siIRF1-treated cells were analyzed by qRT-PCR and normalized to GAPDH transcript levels. The knockdown of IRF1 significantly decreased migration-related gene expression levels. The data represent three independent experiments. The values are the mean ± SEM of triplicate experiments (**p < 0.001). (**B**) Representative images show the results of wound-healing/migration assay at 24 h after siIRF1 transfection in LPS- or JQ1-treated cells. The percentage of numbers of cells that migrated into the middle of the wound fields after 24 h of incubation are shown on the graph. Knockdown of IRF1 reduced the number of migrated cells. The data represent three independent experiments. The values are the mean ± SEM of triplicate experiments (*p < 0.05 and **p < 0.001). (**C**) ChIP-qPCR was conducted to examine whether BRD4 binds to IRF1 promoter. The ChIP-enriched samples were subjected to qPCR with specific primers targeting IRF1. Enrichment was calculated relative to control input DNA from three independent experiments. The values are the mean ± SEM of triplicate experiments (*p < 0.05 and **p < 0.001).

## Discussion

BET family proteins have emerged as crucial transcriptional regulators whose inhibition shows therapeutic activity against a wide range of different pathologies, particularly cancer and inflammation^13,15^. BRD4 can bind to acetylated lysine residues in both histones and transcription factors using its bromodomains. Previous studies reported that BRD4 plays an essential role in modulating inflammatory response after spinal cord injury in rats. BRD4 was expressed in microglia, and the expression of BRD4 was increased in inflammation-induced cells. Pro‐inflammatory cytokines promote the level of BRD4 in microglia^18^. In addition, the relationship between BRD4 and IRF1 was reported in a previous study, and it was verified that IRF1 directly interacts with BRD4 using co-immunoprecipitation and ChIP assays^22^. BRD4 forms a transcriptional complex with IRF1, RNA polymeraseII, and P-TEFb and regulates the MLKL gene expression. JQ1 treatment interferes with the formation of the transcriptional complexes of the MLKL gene by disrupting the association between BRD4 and IRF1. Also, Hogg et al. reported that BRD4 and IRF1 co-regulate interferon-induced immune checkpoint ligand PD-L1 transcription^23^. Based on these results, we suggest that IRF1 and BRD4 regulate LPS-induced inflammatory and migratory genes, and JQ1 effectively inhibits them.

BET inhibitors have exhibited broad anti-inflammatory and anti-cancer activities and have been tested in human clinical trials. For example, synthetic BET inhibitor (I-BET) suppressed the expression of essential inflammatory genes and was shown to have the ability to treat inflammation in vivo^24^. JQ1 disrupts the interaction of BET proteins with acetylated histones and results in the loss of enhancer-promoter communications. According to the transcriptomic analysis of BV-2 microglial cells, JQ1 could be inhibited the expression of several LPS-inducible proinflammatory genes^19^. In animal experiments, JQ1 attenuated LPS-induced microglial activation and neuroinflammation in vivo^25^. In the present study, we demonstrated that LPS-induced inflammatory and migratory transcripts in human microglia were effectively inhibited by the BET inhibitor JQ1. However, JQ1 appears to be marginal or ineffective on the LPS-induced inflammatory gene. 

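In LPS + JQ1-treated cells, 28 of the 68 LPS-induced genes were still higher than in Con at an adjusted p under 0.05, and 14 were lower. Among the 50 genes that JQ1 lowered, 11 were still higher than in Con and 14 were lower. The 8 genes that were higher in LPS + JQ1 than in LPS had a median log2 fold change of 0.88.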

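Of the CXC chemokine genes, CXCL1 rose from 44.7 ± 2.09 CPM (SD, n = 3) in LPS to 92.1 ± 5.58 CPM in LPS + JQ1, a log2 fold change of 1.04 (standard error 0.10, adjusted p = 2.47e-14). CXCL2, of which 86.6% of the 50-base stretches occur in no other gene, rose by 1.09 (standard error 0.23, adjusted p = 5.95e-05). CXCL3 (0.54, adjusted p = 0.0728) and CXCL5 (0.26, adjusted p = 0.378) showed no call, although CXCL3 passed at an adjusted p of 0.0352 when LPS replicate 1 was left out (range over the alternatives 0.0352 to 0.339). CXCL8 fell by 0.75 on the log2 scale (standard error 0.06, adjusted p = 8.10e-17), to 251.4 ± 3.79 CPM. CXCL1, CXCL2 and CXCL8 kept these directions when counts were scaled by library size only. NFKBIA, on chromosome 14 from 35401513 to 35404749, rose by 0.58 (standard error 0.07, adjusted p = 6.01e-11). TNF had 16 counts in the 3 LPS libraries and 27 in the 3 LPS + JQ1 libraries, and without the low-count filter its log2 fold change was 0.93 (adjusted p = 0.193). CXCL6, which was not tested with the filter either, had 38 counts in the 3 LPS libraries and 15 in the 3 LPS + JQ1 libraries. Without the filter its log2 fold change was -1.13 (adjusted p = 0.0588).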

In the case of the C-X-C motif chemokine ligand, other CXCL families were increased by JQ1 except for CXCL8, CXCL10, CXCL11, and TNF and NFKBIA were also increased. These results are consistent with our previous transcriptome analysis studies using the mouse bone marrow-derived macrophage^19,20^. Also, Nicodeme et al. reported that some cytokines and chemokines such as Tnf, Ccl2-5, and Cxcl1/2 were unaffected I-BET in bone marrow-derived macrophages, indicating a highly selective effect of I-BET on LPS-inducible gene expression. The selectivity of gene responses to I-BET correlated with epigenetic states and LPS-induced gene activation^24^. Further studies are required to clarify the selectivity and anti-inflammatory potential of JQ1.

Recent studies have indicated that microglial cell lines differ both genetically and functionally from primary microglia and ex vivo microglia^26,27^. Despite these limitations, microglia cell lines are suitable for biochemical and molecular approaches and high-throughput screening assays, requiring high cell numbers. Furthermore, microglia studies using human cells have been limited due to the limitation of primary sources of human microglia and the difficulty of obtaining sufficient human microglia numbers^28^. Nagai et al. reported that the Immortalized human microglial cell line HMO6 had similar properties to human microglia^29^. Inconsistent with our results, HMC3 cells showed a similar expression pattern of cytokines and chemokines such as CCL2, IL-1β, IL-6, IL-10, and TNFa compared with human primary microglia and HMO6 cells by the same concentration of 100 ng/ml LPS treatment. HMC3 cells are verified human microglia cell lines^30^, we also validated microglial cells using microglia-lineage markers.

Chemokines play an essential role in the attraction and activation of immune cells and the modulation of synaptic activity and survival of neurons^31^. The CC chemokine ligand (CCL) is secreted by inflammatory signals to produce a gradient that attracts monocytes to the site of inflammation. CCL2 plays a role in neuroinflammatory diseases through glial neuroinflammatory changes^32^. The crucial role of C-X-C motif chemokine ligand 10 (CXCL10) occurs through its association with chronic Th1-type inflammatory diseases. CXCL10 regulates immune responses through the activation and recruitment of leukocytes such as T cells and monocytes/macrophages^33^. The secretion of matrix metallopeptidases (MMPs) is one of the hallmarks of microglial activation and migration. LPS-activated microglia and monocytes contain increased proinflammatory cytokine levels, inducing the secretion of diverse MMPs^34^. VCAM1 is a member of the immunoglobulin superfamily. Its expression is increased during the inflammatory response due to inflammatory cytokines such as tumor necrosis factor (TNF)^35,36^.

The active migration of microglial cells is closely associated with inflammatory responses^3,12^. As a result of inflammatory stimuli, microglia and resident innate immune cells produce inflammatory cytokines. Cytokines promote the increased motility of microglia. Activated microglia directly migrate to the site of injury using a chemoattractant gradient. These cytokines induce further production of chemokines and can alter the chemokine gradient, ultimately changing the chemokine environment^37^. Chemokines have been shown to induce chemotaxis in microglia/monocytes. These induce migration and a proinflammatory phenotype in microglia^38,39^. Intracellular signals regulate microglial processes' motility through various signaling pathways involved in microglial chemotaxis^11,40^. Therefore, increased migration may also be a feature of activated microglial cells.

Based on TFs analysis, we found that LPS significantly upregulated IRF1 in human microglia (Fig. 5C). The results in mouse microglia, in which most IRF gene families were upregulated by LPS^41,42^. Therefore, we hypothesized that IRF1 regulates migration- and chemotaxis-related genes. The knockdown of IRF1 using siRNA significantly downregulated the expression of migration-related genes (MMP13 and VCAM1) and chemotaxis-related genes (IL1B, CCL2, and CXCL10) and inhibited microglial migration.

IFN regulatory factors (IRFs) play a vital role in antiviral defense, innate immunity, cell differentiation, and apoptosis^43^. Several IRFs, including IRF1, are involved in type I IFN gene transcription. Previous studies reported that IRF1 contributes to IFN-regulated genes (IRGs) in immune system regulation^44,45^. In chronic inflammatory autoimmune disease mouse models, IRF1 expression was associated with the expression of IFNβ, leading to activation of the JAK-STAT pathway. The JAK-STAT pathway's blockade reduced the expression of IRGs^46^. Further studies are required to clarify the detailed mechanisms by which IRF1 regulates microglial migration.

Overall, the results of genome-wide RNA-seq analysis revealed that JQ1 significantly inhibited LPS-induced inflammatory and migratory genes. However, since JQ1 has a broad target spectrum for BET proteins^47^, further studies will be required to investigate the mechanism by which bromodomains are involved in inflammation in microglia using the first (BD1) and second (BD2) bromodomains-specific inhibitors. 

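Of the 68 LPS-induced genes, 22 appear in no table of the supplement, and 17 of these 22 were lower in LPS + JQ1 than in LPS at an adjusted p under 0.05. With DESeq2, 46 LPS-induced genes were lower in LPS + JQ1, and with each sample left out in turn the number was between 46 and 53.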

First-generation pan-BET inhibitors are effectively inhibited by BRD and can induce clinical remission. However, toxicity, side effects, and the short duration of their clinical response have limited their broad therapeutic application^13^. Recently developed BD1- and BD2-selective inhibitors such as GSK078, GSK046, and ABBV-744 were shown to be highly potent and selective inhibitors of the bromodomains. The BD1 inhibitor GSK078 showed comparable efficacy to the pan-BET inhibitor in cancer models. The BD2 inhibitors GSK046 and ABBV-744 were predominantly effective in inflammatory and autoimmune disease models^48,49^. We are understudying BD2-specific inhibitors to understand the mechanisms by which bromodomains act on inflammation and migration in microglia.

## Conclusions

In this study, we performed transcriptome analyses of inflammation and migration in human microglial HMC3 cell line. We found that the BET inhibitor JQ1 played a critical role in modulating inflammatory and migratory responses after LPS-induced inflammation. We confirmed that JQ1 attenuates proinflammatory chemokine, cytokine, and interferon response genes in LPS-treated HMC3 cells and that LPS promotes microglial migration, whereas JQ1 inhibits migration by regulating the expression of the IRF1. These findings suggest that JQ1 modulates the functional activities of immune cells, thus exert immunosuppressive effects by inhibiting chemokine and cytokine production, and selectively inhibits the expression of inflammation- and migration-related genes to exert its anti-inflammatory and anti-migratory functions.

## Materials and methods

### Cell culture and treatment

HMC3 human microglial cells were purchased from the Korean Cell Line Bank (Seoul, Korea). The cells were cultured in minimum essential medium (MEM) supplemented with 100 IU/ml penicillin, 10 μg/ml streptomycin, and 10% fetal bovine serum (FBS) (Thermo Fisher Scientific, Waltham, MA, USA) and were maintained in a humidified incubator at 37 °C with 95% air/5% CO_2_. The cells were treated with 10 ng/ml to 1 μg/ml LPS (Sigma-Aldrich, St. Louis, MO, USA) for 4 h to 24 h under standard culture conditions. A stock solution (10 mM) of JQ1 (Tocris Bioscience, Minneapolis, MN, USA) was dissolved in dimethyl sulfoxide (DMSO; Sigma-Aldrich, St. Louis, MO, USA) and then diluted in DMEM for experiments. The cells were treated with 50 nM to 5 μM JQ1 with LPS (100 ng/mL) for 4 h to 24 h under standard culture conditions.

### Total RNA extraction and quantitative RT-PCR

Total RNA extractions and cDNA sample preparation were using Takara's kits according to the manufacture's instruction (Takara, Shiga, Japan). Quantitative Reverse Transcription PCR (qRT-PCR) was performed using an ABI 7500 real-time PCR system (Applied Biosystems Inc., Foster City, CA, USA). The critical threshold ($$\Delta$$CT) value was normalized to the expression of glyceraldehyde-3-phosphate dehydrogenase (GAPDH), which served as an internal control. The results were also analyzed using the comparative critical threshold ($$\Delta \Delta$$CT) method^19^. Specific primers were designed using Primer Bank (http://pga.mgh.harvard.edu/primerbank/index.html). The primers for qRT-PCR are listed in Table 1.

**Table 1:** List of primers for qRT-PCR.

Gene	Forward (5′ → 3′)	Reverse (5′ → 3′)
CCL2	CAG CCA GAT GCA ATC AAT GCC	TGG AAT CCT GAA CCC ACT TCT
CSF2	CCG GAA ACT TCC TGT GCA AC	GTC TCA CTC CTG GAC TGG CT
CXCL8	CAC TGC GCC AAC ACA GAA AT	TTC TCA GCC CTC TTC AAA AAC TTC
CXCL10	GTG GCA TTC AAG GAG TAC CTC	TGA TGG CCT TCG ATT CTG GAT T
IDO1	GCC AGC TTC GAG AAA GAG TTG	ATC CCA GAA CTA GAC GTG CAA
IFIT2	AAG CAC CTC AAA GGG CAA AAC	TCG GCC CAT GTG ATA GTA GAC
IFNB1	TCT CCT GTT GTG CTT CTC CAC	GCC TCC CAT TCA ATT GCC AC
IL1B	ATG ATG GCT TAT TAC AGT GGC AA	GTC GGA GAT TCG TAG CTG GA
IL6	TCC TTC TCC ACA AAC ATG TAA CAA	TCA CCA GGC AAG TCT CCT CA
IRF1	ATG CCC ATC ACT CGG ATG C	CCC TGC TTT GTA TCG GCC TG
IRF2	AAT GCT GCC CCT ATC AGA ACG	CAG GAC CGC ATA CTC AGG AGA
IRF3	AGA GGC TCG TGA TGG TCA AG	AGG TCC ACA GTA TTC TCC AGG
IRF5	GGG CTT CAA TGG GTC AAC	GCC TTC GGT GTA TTT CCC TG
IRF7	CCC ACG CTA TAC CAT CTA CCT	GAT GTC GTC ATA GAG GCT GTT G
IRF9	GCC CTA CAA GGT GTA TCA GTT G	TGC TGT CGC TTT GAT GGT ACT
MMP3	CGG TTC CGC CTG TCT CAA G	CGC CAA AAG TGC CTG TCT T
MMP13	TCC TGA TGT GGG TGA ATA CAA TG	GCC ATC GTG AAG TCT GGT AAA AT
RELA	CCA TTG AGC GGA AGA TTC AAC T	CTG CTG GTC CCG ATA TGA GG
TNFSF10	TGC GTG CTG ATC GTG ATC TTC	GCT CGT TGG TAA AGT ACA CGT A
VCAM1	ATG CCT GGG AAG ATG GTC G	GAC GGA GTC ACC AAT CTG AGC

### Cell viability assay

A cell viability assay was performed using a PreMix water soluble tetrazolium-1 (WST-1) cell proliferation assay kit (Takara, Shiga, Japan). Cells were seeded at a density of 1 × 10^4^ per well in 96-well plates and treated with LPS or JQ1 for 0 to 48 h. After incubation, PreMix WST-1 was added to each well, and incubated at 37 °C for 4 h, after which the absorbance of cells at 450 nm was measured using microplate reader. The data represent three independent experiments (n = 3).

### RNA library preparation and RNA-seq

Total RNA was extracted from samples taken from 4 groups (12 independent samples) of HMC3 cells: DMSO-treated HMC3 cells (Con, 3 samples), LPS-treated HMC3 cells (LPS, 3 samples), JQ1-treated HMC3 cells (JQ1, 3 samples), and LPS + JQ1-treated HMC3 cells (LPS + JQ1, 3 samples). The RNA library used for RNA-seq was created as previously described^19^. Briefly, total RNA was extracted using RNAiso Plus (Takara, Shiga, Japan) and the RNeasy Mini Kit (QIAGEN Inc., Hilden, Germany). Ribosomal RNA (rRNA) was depleted by the RiboMinus Eukaryote kit (Invitrogen, Carlsbad, CA, USA). RNA libraries were created using the NEBNext Ultra Directional RNA Library Preparation Kit for Illumina (New England BioLabs, Ipswich, MA, USA). Transcriptome sequencing was performed using the Illumina HiSeq2500 platform (Macrogen, Seoul, Korea).

### Differential gene expression analysis

To analyze the differentially expressed genes (DEGs), we adopted a previously reported pipeline^50^. Briefly, FASTQ data from RNA-seq experiments were checked the quality and trimmed with the Trimmomatic^51^. The sequence read archive FASTQ files were aligned to the *Homo sapiens* reference sequence GRCh38 using STAR (version 2.7.1) alignment software^52^. DESeq2^53^ was used with the default parameters to obtain DEGs. DESeq2 was used to normalize for sequencing depth and RNA composition using the median of ratios method. False discovery rate (FDR) < 0.01, *p* ≤ 0.05, and fold change in expression ≥ 1.5 log_2_ were used as the criteria to define DEGs. The RNA-seq data were deposited in the Gene Expression Omnibus database under dataset accession No. GSE155408.

### Functional annotation and canonical pathway analysis of the datasets

Database for Annotation, Visualization, and Integrated Discovery (DAVID) (version 6.8) software (http://david.abcc.ncifcrf.gov/home.jsp) was used to determine functions most significantly enriched in the genes in the datasets^54^. DAVID uses a modified Fisher's exact *p-*value to examine gene ontology (GO) enrichment. FDR < 0.05 was used as the criteria for GO term analysis. Values less than 0.05 are considered to indicate enrichment in the annotation category. To analyze the genetic networks and pathways involved in the effects of JQ1, genes in the RNA-seq datasets with a cutoff *p* ≤ 0.05, and fold change in expression ≥ 1.5 log_2_ from the LPS- and JQ1-treated HMC3 cells were used. Each of these genes was mapped to objects by Ingenuity Pathway Analysis^55^ (IPA; QIAGEN Inc., Hilden, Germany, https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis). IPA software conducts functional analysis to show genes involved in biological functions and disease.

### Upstream regulator analysis

The expression and predicted target genes of TFs in response to LPS or LPS + JQ1 treatment were analyzed using upstream regulator analysis with IPA software. The genes from the datasets that were shown to be associated with canonical pathways by IPA were assessed by predicted target gene analysis of the identified TFs. The *p*-values were calculated with Fisher's exact test reflected the probability that an association could be explained by chance.

### Analysis of transcription factor binding motif enrichment

GenBank accession numbers were used to analyze TF binding motifs that conducted by PSCAN software^56^. The JASPAR 2016 database, which analyzes of TF binding profile of the promoter regions, ranged from 950 base pair (bp) downstream of the transcription start site to + 50 bp^57^.

### Knockdown of IRF1 gene expression by siRNA treatment

Small interfering RNA (siRNA) specific for IRF1 was purchased from Ambion by Thermo Fisher (Waltham, MA, USA). IRF1 was attenuated with the following siRNA strands: sense strand, 5′-GCAGAUUAAUUCCAACCAAtt-3′, and antisense strand, 5′-UUGGUUGGAAUUAAUCUGCat-3′. HMC3 cells were transfected with the IRF1 siRNA constructs or nontargeting siRNAs (Ambion by Thermo Fisher, Waltham, MA, USA) using Lipofectamine RNAiMAX transfection reagent (Invitrogen, Carlsbad, CA, USA) following the Silencer Select siRNA transfection protocol. IRF1 siRNA was used at concentrations of 25 nM, and transfection was carried out for 48 h.

### Chromatin immunoprecipitation (ChIP)-qPCR

ChIP assay was performed as previously described^58^. The 2 × 10^7^ cells were collected and immunoprecipitated with antibodies against IRF1 (Santa Cruz Biotechnology, Inc., Dallas, TX, USA; sc- 514,544) and normal mouse IgG (Santa Cruz Biotechnology, Inc., Dallas, TX, USA) used as a control with Dynabeads Protein A beads (Invitrogen, Carlsbad, CA, USA). The immunoprecipitated DNA was extracted and analyzed by real-time quantitative PCR. The ChIP-qPCR data were normalized to the amounts of input DNA. The data represent three independent experiments. Primers used for ChIP-PCR were described as follows; forward: 5′-GGAGACCTGCTACCTGTGGA-3′ and reverse: 5′-ACTTCTGGACCTGGAACCTG-3′.

### Wound-healing/migration assay

The wound-healing assay was performed as previously described^58^. Briefly, the cells were seeded into the ibidi culture-inserts wells (ibidi, Martinsried, Germany) and incubated for 24 h. After incubation, the cells were treated with either LPS or JQ1 for 4 h. Then, the inserts were removed, and the cells were incubated for 24 h. The cells were visualized using a microscope (Leica, Wetzlar, Germany). After 0, 24, and 48 h of incubation, cells that migrated to the wound field were counted.

### Statistical analyses

All data are expressed as the mean ± standard error of the mean (SEM). The statistical analyses were performed using IBM SPSS Statistics ver. 26.0 (IBM Corporation, Armonk, NY, USA). All qRT-PCR and ChIP-qPCR data were tested using one-way ANOVA followed by Tukey's honestly significant difference (HSD) post hoc test. The wound-healing migration assay data were tested using one-way ANOVA followed by Tukey's HSD post hoc test. Differences for which *p* < 0.05 were considered significant.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

# Supplementary material for: The BET inhibitor attenuates the inflammatory response and cell migration in human microglial HMC3 cell line
**Source:** Sci Rep. 2021 Apr 23;11:8828. doi: 10.1038/s41598-021-87828-1
**Supplement:** Supplementary file 1 — Supplementary Information 1.

**Supplementary Figure Legends**

**
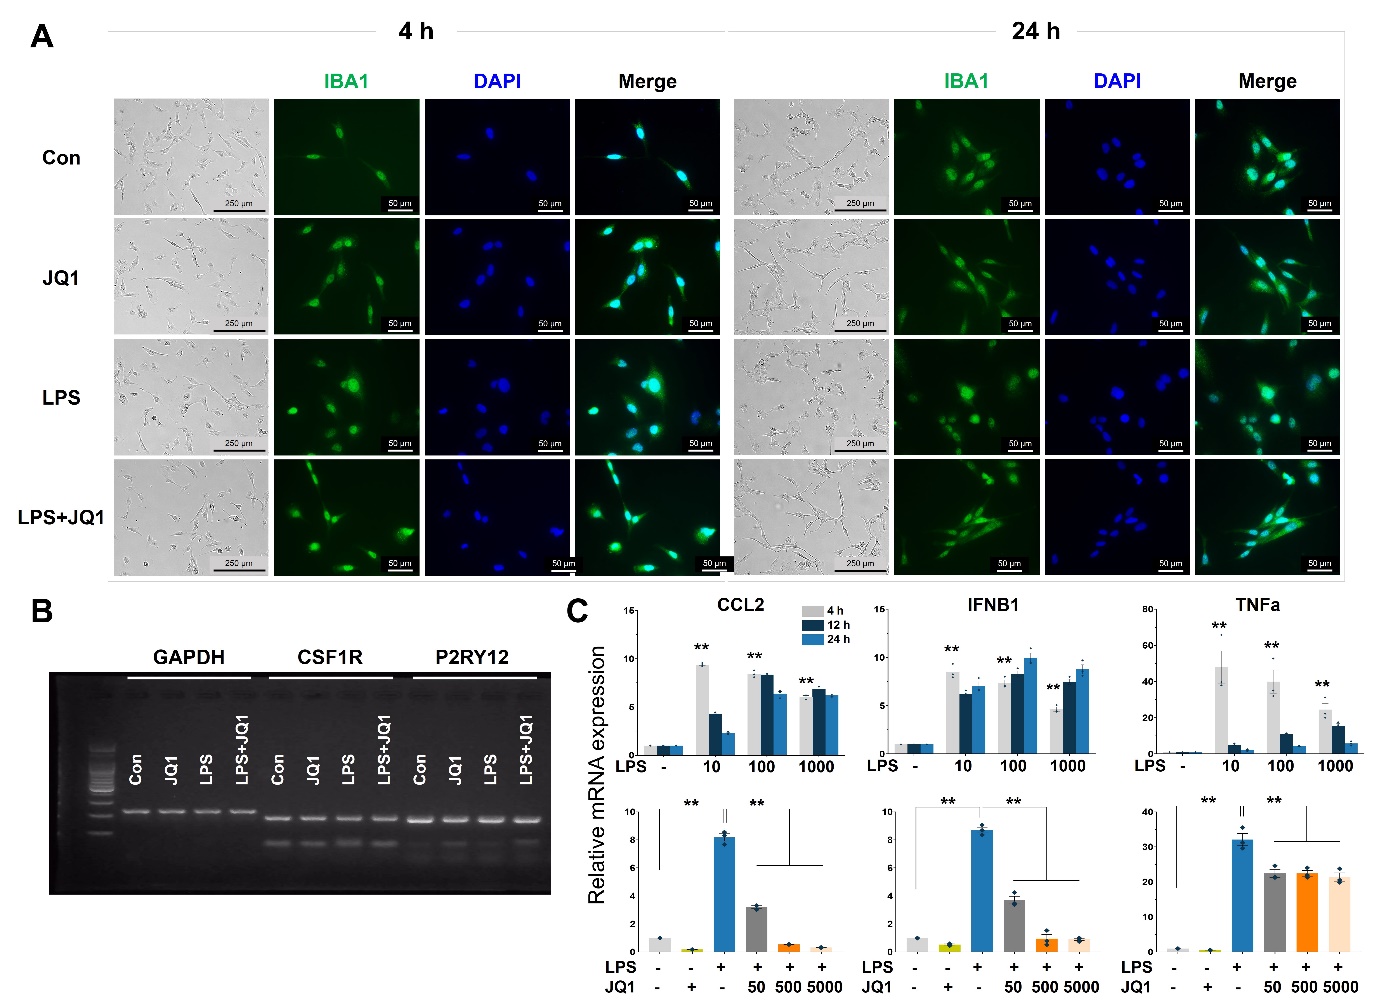
**

**Figure S1. Identification of human microglial cell line HMC3.**

(A) HMC3 cells were cultured for 4 h and 24 h after treatment with LPS (100 ng/ml) and JQ1 (500 nM) and stained for IBA1 (green fluorescence). Nuclei were counterstained with DAPI (blue). (B) The full-length agarose gel electrophoresis image of mRNA expression of other microglia-lineage markers (P2RY12 and CSF1R). GADPH primer was used for as internal control. (C) HMC3 cells were treated with LPS at different doses (10, 100, and 1000 ng/ml) for 4 h. Inflammatory genes were significantly upregulated in cells treated with LPS compared to DMSO-treated control cells (upper panel). Inflammatory genes were significantly downregulated in cells treated with JQ1 (bottom panel). Gene expression was normalized to GAPDH transcript levels. The data represent three independent experiments. The values are the mean ± SEM of triplicate experiments (* *p* < 0.05 and ** *p* < 0.001).

**
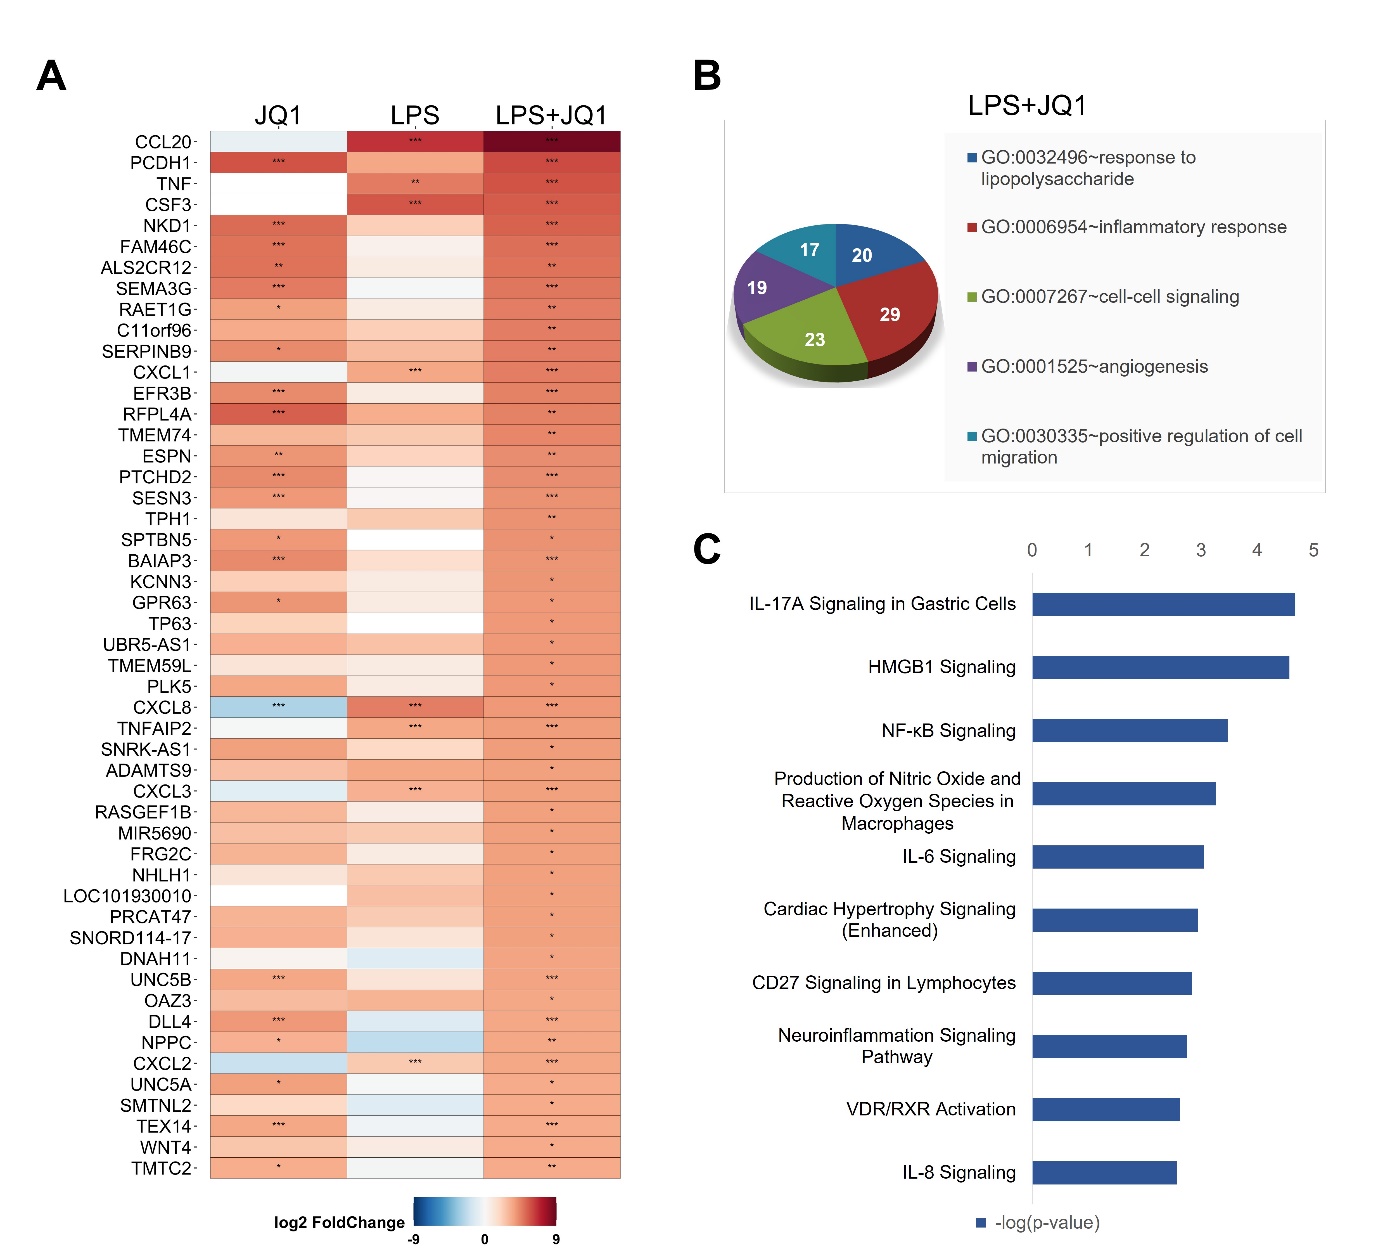
**

**Figure S2. Differentially expressed genes in LPS+JQ1-treated HMC3 cells.**

(A) Heat map showing expression of the top 50 upregulated genes in LPS+JQ1-treated HMC3 cells at 4 h determined by RNA-seq (*p* ≤ 0.05 and fold change ≥ 1.5 log_2_). Each experiment was performed in experimental triplicates (n = 3) for each condition, and the results were individually combined. The color scale shown in the heat map represents the log2 fold change values. (B) GO term analysis of the biological processes associated with up- and downregulated genes after LPS+JQ1 treatment for 4 h. GO analysis of the number of genes shown in the van diagram. (C) Biological pathway analysis of DEGs in cells treated with LPS+JQ1 using IPA showed up- and downregulated genes.

**
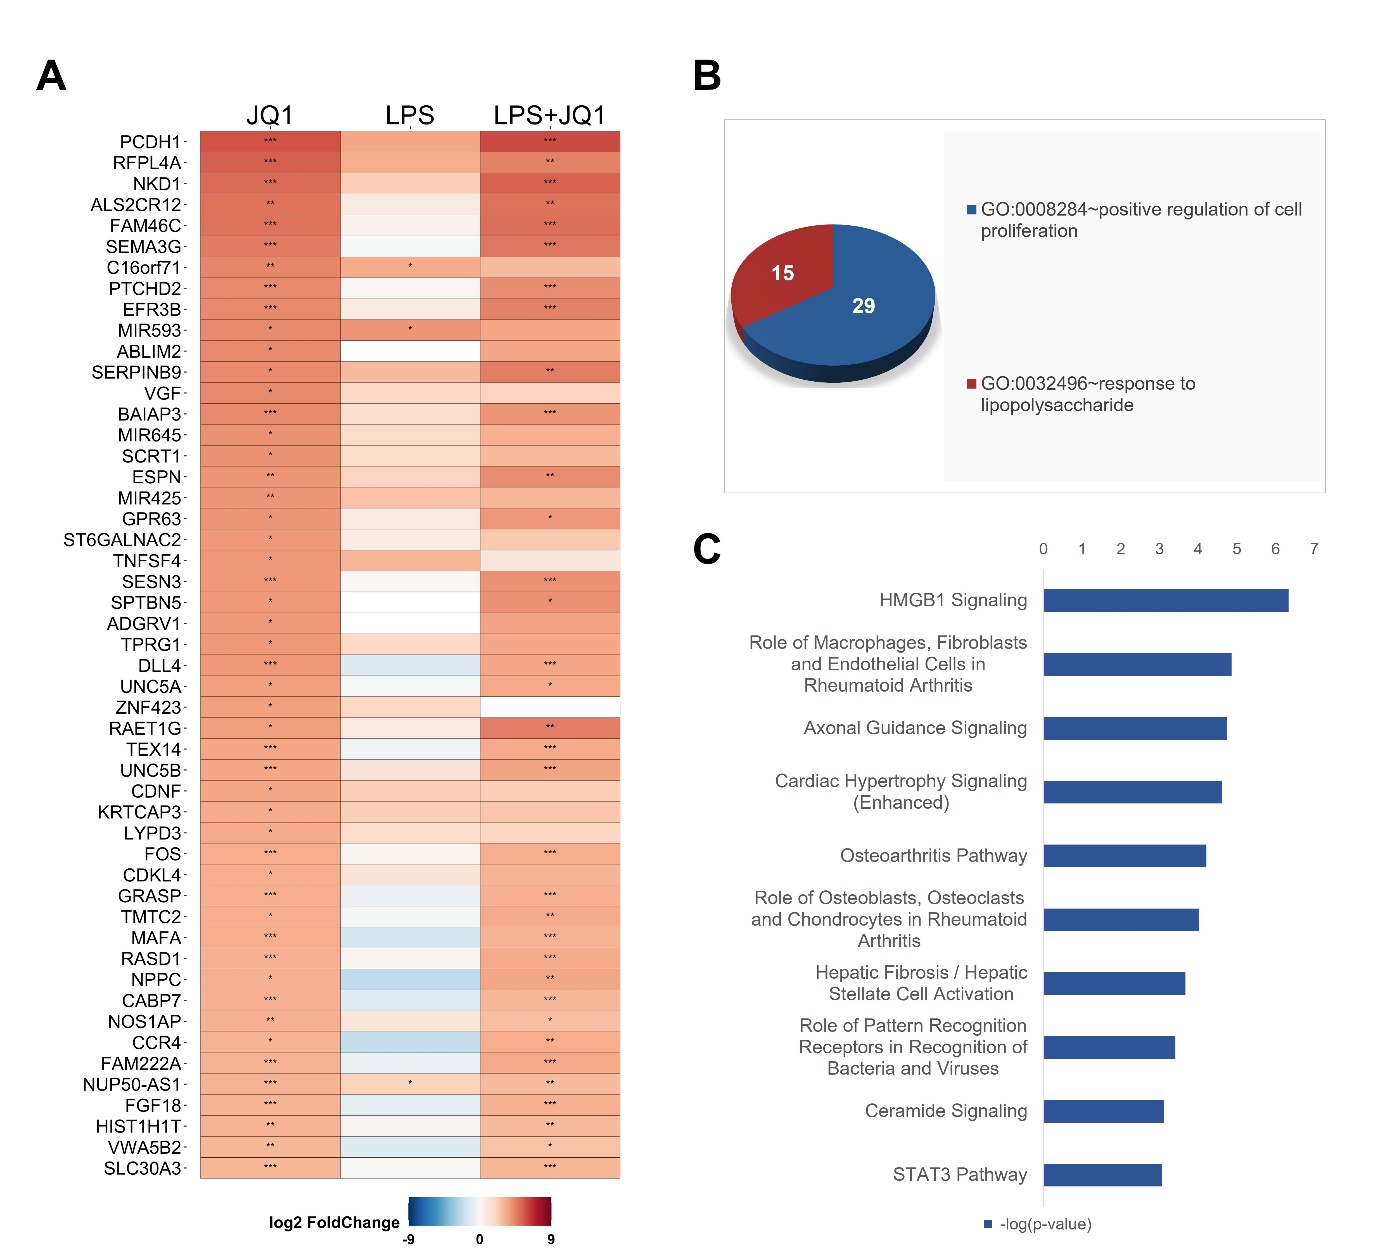
**

**Figure S3. Differentially expressed genes in JQ1-treated HMC3 cells.**

(A) Heat map showing expression of the top 50 upregulated genes in JQ1-treated HMC3 cells at 4 h determined by RNA-seq (*p* ≤ 0.05 and fold change ≥ 1.5 log_2_). Each experiment was performed in experimental triplicates (n = 3) for each condition, and the results were individually combined. The color scale shown in the heat map represents the log2 fold change values. (B) GO term analysis of the biological processes associated with up- and downregulated genes after JQ1 treatment for 4 h. GO analysis of the number of genes shown in the van diagram. (C) Biological pathway analysis of DEGs in cells treated with JQ1 using IPA showed up- and downregulated genes.

# Supplementary material for: The BET inhibitor attenuates the inflammatory response and cell migration in human microglial HMC3 cell line
**Source:** Sci Rep. 2021 Apr 23;11:8828. doi: 10.1038/s41598-021-87828-1
**Supplement:** Supplementary file 2 — Supplementary Information 2.

**Title: The BET inhibitor attenuates the inflammatory response and cell migration in human microglial cell line HMC3**

Mina Baek^1,2‡^, Eunyoung Yoo^3‡^, Hae In Choi^3^, Ga Yeong An^3^, Jin Choul Chai^4^, Young Seek Lee^4**^, Kyoung Hwa Jung^5**^, Young Gyu Chai^1,3*^

^5^ Department of biopharmaceutical system, Gwangmyeong Convergence Technology Campus of Korea Polytechnic II, Incheon, 21417, Republic of Korea

^‡^ Contributed equally.

^**^Co-Corresponding Author.

**Table S1. Top 50 significant upregulated genes in LPS-treated HMC3 cells.**

**Table S2. Top 13 significant downregulated genes in LPS-treated HMC3 cells.**

| **Gene Accession_ID** | **Gene Symbol** | **log_2_FoldChange** | ***p*-value** |
| --- | --- | --- | --- |
| NM_001270584 | IQCA1 | -4.302 | 1.1.E-02 |
| NM_002457 | MUC2 | -3.997 | 2.3.E-02 |
| NR_029376 | LOC100294362 | -3.900 | 1.0.E-02 |
| NM_001286086 | C11orf98 | -3.769 | 3.9.E-02 |
| NM_003813 | ADAM21 | -2.781 | 4.7.E-02 |
| NM_001284308 | ADAP1 | -2.723 | 5.3.E-02 |
| NM_207382 | UBE2Q2P1 | -2.378 | 5.5.E-02 |
| NM_001003927 | EVI2A | -2.173 | 1.7.E-03 |
| NR_003194 | SNORD114-2 | -2.079 | 2.3.E-02 |
| NM_000839 | GRM2 | -2.077 | 2.2.E-02 |
| NR_030345 | MIR614 | -1.933 | 1.9.E-02 |
| NM_001102601 | CCDC163P | -1.624 | 5.4.E-02 |
| NR_002745 | SNORD48 | -1.606 | 3.2.E-02 |
| NR_039746 | MIR4521 | -1.537 | 1.5.E-02 |
| NM_020225 | STOX2 | -1.533 | 4.9.E-02 |
| NM_000041 | APOE | -1.510 | 5.4.E-02 |
| NM_014310 | RASD2 | -1.502 | 7.7.E-03 |
| NM_001001936 | AFAP1L2 | -1.473 | 3.1.E-02 |

**Table S3. Top 50 significant upregulated genes in LPS+JQ1-treated HMC3 cells.**

**Table S4. Top 50 significant downregulated genes in LPS+JQ1-treated HMC3 cells.**

**Table S5. Top 50 significant upregulated genes in JQ1-treated HMC3 cells.**

**Table S6. Top 50 significant downregulated genes in JQ1-treated HMC3 cells.**

**Table S7. The DEGs of inflammatory genes.**

**Table S8. The DEGs of migratory genes.**

How the deposited data were processed for this re-analysis (not part of the article)

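RNA-seq was performed on 12 samples of HMC3 cells, 3 in each of 4 groups (Con, JQ1, LPS and LPS + JQ1), treated for 4 h with 100 ng/ml LPS, 500 nM JQ1, both, or DMSO. The authors depleted ribosomal RNA, made strand-specific libraries, trimmed the reads, aligned them to GRCh38 with STAR, and deposited the read counts that STAR gives per gene and sample, as whole numbers without normalization. Each file holds a count for unstranded reads and a count for each strand. The column for the strand holding 98.4% of the stranded gene counts was used, and the unstranded column was an alternative. The authors computed their own fold changes with DESeq2.

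Gene counts per library ranged from 3513134 to 5889711, with a median of 4426075. At this depth 3 counts correspond to between 0.509 and 0.854 CPM, which is the smallest level a library can show at 95% confidence. Intervals and floors of this kind cover counting error only. Between 16441715 and 22477157 reads per library mapped to several places and are in no gene's count. Pearson's r of log CPM across genes was between 0.985 and 0.990 for pairs of replicates.

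Tests were computed with edgeR 4.0.16 (limma 3.58.1, R 4.3.3). Of the 26475 genes in the files, 12156 were kept by edgeR's filter on low counts, with its minimum count of 10 and minimum total of 15. Counts were normalized by TMM factors, and all 12 samples were fitted with edgeR's quasi-likelihood test in a model of 4 groups. The comparisons were LPS with Con, LPS + JQ1 with Con, JQ1 with Con, LPS + JQ1 with LPS, and the interaction, which is the difference between the LPS effect with JQ1 and without it. P-values were adjusted by the Benjamini-Hochberg method. A gene was differentially expressed at an adjusted p under 0.01 and an absolute log2 fold change of at least 1.5. An adjusted p under 0.05 was used for the interaction and for the lists of genes, and LPS-induced genes were those upregulated past the threshold in LPS compared to Con. CPM values use the TMM-normalized library sizes. Coordinates come from the RefSeq annotation of GRCh38. For each named gene the share of its 50-base stretches that occur in no other annotated gene was computed.

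Before the data were examined, the groups of samples, the tests, the rule for naming genes and most alternatives were set. The rule covers the genes the paper names for RNA-seq in its text, figures and Tables S1 to S8. It also covers the 10 genes with the largest change in each direction of each comparison among those whose groups do not overlap, the 10 genes in each direction with the smallest adjusted p of the interaction, and a short list of BET genes, JQ1-responsive genes, microglial markers and IRF genes. Alternatives were DESeq2 1.42.0, DESeq2 size factors or library size only inside edgeR, no low-count filter, at least 10 counts in every sample, the unstranded column, only the 2 groups compared, unadjusted or looser p thresholds, the replicate number as a block, and each sample left out in turn. DESeq2 without a low-count filter was added after the data were seen.

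The sample labels give the replicate numbers 1 to 3 in each group, which is the only source of a pairing. Over all pairs of groups, the deviations of same-numbered samples from their group means had a mean correlation of r = -0.048. The labels and the paper name no batch.

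The tests were tried on simulated counts in which the changed genes had a log2 fold change of 2, up or down, in the LPS group alone. JQ1 had no effect in these counts. Of 199 changed genes, edgeR recovered 192 (96.5%) with 0 false calls among 12017 genes tested, and for the interaction it recovered 190 (95.5%) with 4 false calls. DESeq2 recovered 189 (95.0%) in the comparison of LPS with Con. Smaller changes, such as the interaction of IRF1 (-0.71), were not simulated, so that these shares do not give the recovery of such changes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

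Gene ontology, pathway, upstream regulator and motif analyses were not repeated, the results of some named genes are not reported here, and the qRT-PCR, knockdown, chromatin immunoprecipitation and wound healing experiments were not analysed here.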

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

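All tests in this part were chosen before their results were seen.

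The effect of LPS differed between cells with and without JQ1 for 177 of the 12156 genes tested (interaction, adjusted p under 0.05, 3 samples in each of 4 groups), and it was larger with JQ1 for 24 genes and smaller for 153. The paper compares the groups in pairs and does not report this test. A model with the replicate number as a block gave 157 genes, 16 and 141 in the 2 directions. Fits that each left out 1 sample gave 13 to 42 genes with a larger LPS effect and 110 to 222 with a smaller one. Few counts per gene were tested as a technical explanation, and 19.2% of the 177 genes had a mean count below that of the median gene. Without the 5 genes of highest count, 98.9% of the 177 still passed, and with every library thinned to 3513134 counts, 85.3% did. Across genes, which are not independent replicates, the interaction had a Spearman's rho of -0.172 with gene length and 0.210 with GC content, for which 99.0% and 98.3% of the genes tested had a value. The grouping of the samples was tested with 100 splits that exchange the groups within each replicate number. Of these, 5 gave as many genes, the real one included, with 257, 396, 413 and 1893 genes in the 4 others, and the remaining splits gave at most 49. These splits exchange samples that differ by LPS and JQ1, so that a large count in one of them can hold effects of both treatments. In the 4 larger splits, the side of the interaction went with JQ1 or LPS treatment in 8 or 10 of the 12 samples. In the real grouping it did so in 6 for each treatment, and the other splits with 6 for each gave 0 genes. As the splits mix samples of different treatments, their count cannot decide whether the number of genes depends on the grouping of the samples.

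Single genes with an interaction include IRF1, whose LPS effect was smaller with JQ1 by a log2 value of -0.71 (adjusted p = 1.00e-04). It was also smaller for IFIT2 (-1.95, adjusted p = 5.00e-25), APOL6 (-1.55, adjusted p = 8.83e-12), SAMD9 (-1.04, adjusted p = 1.04e-12), TNFSF10 (-3.12, adjusted p = 0.00146), CD274 (-0.86, adjusted p = 0.00326), CXCL11 (-3.14, adjusted p = 0.00327), IFIH1 (-1.22, adjusted p = 0.00390), IDO1 (-2.09, adjusted p = 0.0147) and IRF2 (-0.83, adjusted p = 0.0176). The LPS effect was larger with JQ1 for CXCL8 (2.07, adjusted p = 4.29e-09), LIF (1.14, adjusted p = 2.02e-09), PTX3 (0.70, adjusted p = 2.14e-05), NFKBIA (0.66, adjusted p = 4.00e-04), TNFAIP3 (0.91, adjusted p = 0.00365) and CXCL1 (1.24, adjusted p = 0.0269). CXCL8 was lower in LPS + JQ1 than in LPS, and its positive interaction arises because JQ1 lowered it more without LPS (-2.82) than with LPS (-0.75). The same held for LIF (-2.61 without LPS and -1.47 with LPS) and TNFAIP3 (-1.66 and -0.75). The call of IRF2 was lost with DESeq2, with and without the low-count filter, and in 5 of the 12 fits that each left out 1 sample. The call of IDO1 was lost in 4 of these fits and with DESeq2 without a low-count filter, that of CXCL1 in 3, and those of CXCL11, CD274, IFIH1 and TNFAIP3 in 1 each. Over the alternatives, the adjusted p reached 0.168 for IRF2, 0.173 for IDO1, 0.193 for CXCL1, 0.257 for CXCL11, 0.104 for CD274, 0.0753 for IFIH1 and 0.0519 for TNFAIP3. The other genes named here kept their call under every alternative run. The 100 splits above tested the number of genes and not each gene.

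LPS + JQ1 and LPS differed in 476 genes, a comparison for which the paper states no number of genes. Of the 4 splits of the 6 samples that part all 3 same-numbered pairs, 1 gave as many genes, which was the real one. The 3 others gave 0 genes, and at an unadjusted p under 0.05 with the same fold-change limit they gave at most 3. The 6 remaining splits part only 1 pair and gave 0 genes, with 1 to 7 at the unadjusted p. With 4 splits the share is never under 0.05 whatever the data, so that this test alone cannot tell the comparison apart from the grouping of the samples and is no evidence against the comparison either. The same holds for LPS compared to Con, LPS + JQ1 compared to Con and JQ1 compared to Con, in each of which 1 of the 4 splits gave as many genes and the 3 others gave 0, with at most 6, 8 and 7 at the unadjusted p.

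HEXIM1 and BRD2, which the paper does not discuss, were higher in JQ1 than in Con. HEXIM1 rose from 55.9 ± 2.79 CPM (SD, n = 3) to 185.8 ± 7.52 CPM, a log2 fold change of 1.74, and BRD2 had a log2 fold change of 0.80. All 3 JQ1 samples lay above all 3 Con samples for both genes. The normalization was tested as a technical explanation. With library size only, the smaller of the 2 log2 fold changes was 0.71. For the 357 genes differentially expressed in the same comparison, which do not include BRD2, 99.7% still passed without the 5 genes of highest count and 86.0% with thinned libraries, and the log2 fold change had a Spearman's rho of -0.050 with gene length and 0.192 with GC content across genes. A response of these genes to BET inhibition is a hypothesis that these tests leave open.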

How the results depend on the processing

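Of the alternatives, DESeq2 without a low-count filter was chosen after the data were seen, and the rest were set beforehand. Requiring at least 10 counts in every sample, which removes any gene with few counts in 1 group and so takes out genes because they rose from or fell to a low level, is no check of stability. It left 23 differentially expressed genes in LPS compared to Con, 182 in LPS + JQ1 compared to Con, 157 in JQ1 compared to Con and 211 in LPS + JQ1 compared to LPS, in place of 69, 395, 357 and 476. Of these, 23, 181, 155 and 210 were also called without that requirement. Under it, 13 LPS-induced genes, 10 genes of Table S7, 5 of Table S8 and 5 of Fig. 5D were lower in LPS + JQ1 than in LPS. At an adjusted p under 0.01 the interaction had 112 genes. DESeq2 without a low-count filter at an unadjusted p of at most 0.05, chosen after the data were seen, gave 131, 604 and 557 genes in LPS, LPS + JQ1 and JQ1 compared to Con. The cause of these changes was not tested. Each of the other alternatives kept these counts within 1.5 times the counts above.

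With the replicate number as a block, there were 70, 393, 354 and 474 genes in the 4 comparisons, 157 with an interaction, and 50, 27, 22 and 16 lower genes among the LPS-induced genes and those of Table S7, Table S8 and Fig. 5D. IRF1 had log2 fold changes of 1.78 in LPS compared to Con and -1.36 in LPS + JQ1 compared to LPS.

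Across the 12 fits that each left out 1 sample, there were 65 to 76 genes in LPS compared to Con, 399 to 427 in LPS + JQ1 compared to Con, 346 to 391 in JQ1 compared to Con, 480 to 504 in LPS + JQ1 compared to LPS and 123 to 264 with an interaction. Lower genes numbered 46 to 53 among the LPS-induced genes, 27 to 29 in Table S7, 22 to 23 in Table S8 and 16 in Fig. 5D. The log2 fold change of IRF1 ranged from 1.74 to 1.81 and from -1.41 to -1.28. The low-count filter was applied anew in these fits and kept 12268 to 12342 genes, against 12156 with all samples. The ranges thus cover a change of the genes tested as well as of the samples.

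For named genes, 2634 values were recomputed from 130 results, and 105 results kept their direction and their side of the threshold under every alternative run. Of the values, 57 lost the call, 20 gained one and 12 changed direction. Leaving out each sample in turn gave log2 fold changes in LPS compared to Con from -0.0172 (without LPS replicate 2) to 0.10 for RELA, from -0.0074 (without Con replicate 1) to 0.0808 for IRF3, and from -0.0276 (without Con replicate 1) to 0.0678 for IRF9. IRF9 was also -0.0010 with library size only and -0.0078 without LPS replicate 1. IL1B in LPS + JQ1 compared to Con ranged from -0.28 to 0.0224 (without LPS + JQ1 replicate 2). CXCL1 in JQ1 compared to Con ranged from -0.76 to 0.0577 (without Con replicate 1), and was 0.0487 without JQ1 replicate 1. SOCS1 in LPS + JQ1 compared to LPS ranged from -0.24 to 0.16 (without LPS + JQ1 replicate 2), and was 0.0622 without LPS replicate 1. The interaction of CXCL10, for which the JQ1 libraries are at the floor, ranged from -0.38 (without JQ1 replicate 3) to 0.46, and was -0.14 without Con replicate 1. The cause was not tested. Genes with few counts were not tested at this depth. The low-count filter left out 26 of the 50 upregulated and 12 of the 18 downregulated genes that the supplement lists for LPS, 36 of 50 and 37 of 49 for LPS + JQ1, and 32 of 50 and 33 of 49 for JQ1.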

Differences from the paper's values

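In LPS compared to Con, 69 genes were differentially expressed against the paper's 132, of which 68 against the paper's 112 were higher and 1 against the paper's 20 was lower. For the total and the lower genes, none of the alternatives set before the data were examined closed the gap, with 23 to 81 genes in total and 0 to 4 lower. For the higher genes, 80 without the low-count filter, 75 without JQ1 replicate 2 and 75 without JQ1 replicate 3 were within 1.5 times the paper's number, and the other alternatives were not. DESeq2 without a low-count filter and with an unadjusted p of at most 0.05, which was chosen after seeing the values, gave 131 genes, 113 higher and 18 lower. The paper's Results state an unadjusted threshold, and its Methods state an adjusted and an unadjusted one together.

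For CXCL8 in LPS + JQ1 compared to Con, the log2 fold change was 3.85 against the paper's 3.9. The supplement gives 1 decimal, and rounded to 1 decimal the unrounded value 3.8543 is also 3.9, so that the 2 values cannot be said to differ at that precision. They are listed because their distance was just above the SD between replicates. It was within that SD with DESeq2 (3.86), DESeq2 size factors (3.86), the unstranded column (3.86), only the 2 groups compared (3.86), and without Con replicate 1 (3.87) or 3 (3.86), any JQ1 replicate (3.86), LPS replicate 1 (3.86) or LPS + JQ1 replicate 1 (3.87) or 3 (3.86). It was not with library size only (3.74), no low-count filter (3.85), the replicate block (3.85), or without Con replicate 2 (3.84), LPS replicate 2 (3.85) or 3 (3.85) or LPS + JQ1 replicate 2 (3.85). DESeq2 without a low-count filter, chosen after seeing the values, gave 3.86. Of the 44 gene values of the supplement that were compared, the other values did not differ by this rule.

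The paper lists CCL20, CXCL1, CXCL2 and TNFRSF10D among the genes that JQ1 suppressed in LPS-treated cells, while their log2 fold changes in LPS + JQ1 compared to LPS were 2.21, 1.04, 1.09 and 1.54. It also lists CXCL3 and CXCL5, which were 0.54 and 0.26 with no call. CXCL3 was called when LPS replicate 1 was left out. In its Discussion the paper describes other CXCL genes as increased by JQ1.

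The paper describes TNFSF9 and TNFSF4 as downregulated by JQ1. The log2 fold change of TNFSF9 in JQ1 compared to Con was 1.90. TNFSF4 had 0 counts in the 3 Con libraries and 7 in the 3 JQ1 libraries, and without the low-count filter it was called higher in JQ1 (adjusted p = 0.0276). The paper's qRT-PCR shows no change of IRF9 and IRF7. In the RNA-seq counts of LPS + JQ1 compared to LPS, the log2 fold change of IRF9 was -1.11 and that of IRF7 was 0.22, a call that was lost with library size only and without LPS replicate 2. In LPS compared to Con, IRF7 was 0.21, a call that most fits leaving out 1 sample lost.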

Other observations

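The tests of whether JQ1 acts on the same genes without LPS, of whether LPS induction is reduced beyond that, and of IRF1 target genes were chosen after their results were seen.

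Of the 50 LPS-induced genes that were lower in LPS + JQ1 than in LPS, 58.0% were also lower in JQ1 than in Con, and 36.0% had a negative interaction at an adjusted p under 0.05. JQ1 without LPS thus lowered 29 of the 50 genes and raised 2. That the same action explains their fall with LPS is a hypothesis. An interaction was called negative for 18 genes and positive for 2. The median interaction of the 50 was -1.25, against a median log2 fold change of -2.37 in LPS + JQ1 compared to LPS. Choosing genes by their LPS, Con and LPS + JQ1 values itself favours a negative interaction, which is computed from the same values. Over all 68 LPS-induced genes the median interaction was -0.85, and over the 56 tested genes of Table S7 or S8 it was -0.22. The shares of 58.0% and 36.0% do not rank these effects, because the tests differ in standard error. For GBP5 it was 1.07 for the interaction and 0.77 in JQ1 compared to Con. Genes chosen for a high value in the LPS samples can fall for that reason alone. When some LPS samples chose the genes and the others were compared with LPS + JQ1, between 70.3% and 74.6% of the chosen genes were lower, against 73.5% with all samples. This check covered the fall and not the interaction. Of the 4 splits of LPS + JQ1 and LPS samples that part all same-numbered pairs, 1 gave as many lower genes among the LPS-induced genes, and the same held for the genes of Table S7, Table S8 and Fig. 5D, with 1 of 4 in each. With 4 splits the share is never under 0.05, so that this test alone cannot tell the decrease apart from the grouping of the samples and is no evidence against it either.

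IRF1 target genes were not lower significantly more often than the other genes of Tables S7 and S8. Of the 19 target genes of Fig. 5D among the 56 genes tested, 15 (78.9%) were lower in LPS + JQ1 than in LPS, against 22 of the 37 others (59.5%), with p = 0.233 in Fisher's exact test (two-sided). Genes are not independent replicates. The sets also differ in their LPS effect: all 20 tested genes of Fig. 5D were upregulated past the threshold by LPS, against 27 of 38 higher in Table S7. With few genes and an odds ratio of 2.52, the test cannot exclude that target genes were lower more often. The paper's claim for IRF1 also rests on its knockdown, which was not analysed here.

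CXCL8, CXCL6, CXCL1, CXCL5, CXCL3 and CXCL2 lie on chromosome 4 between 73740569 and 74099195. In LPS + JQ1 compared to LPS, CXCL8 changed by -0.75, and CXCL1 and CXCL2 by 1.04 and 1.09, with the same signs when counts were scaled by library size only. Reads shared between these paralogs were tested as an explanation, and at least 86.6% of the 50-base stretches of each gene occur in no other gene. A different dependence of neighbouring genes on BET proteins remains a hypothesis.

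For the genes measured by qRT-PCR, 9 of 12 were tested in the RNA-seq counts. All 9 were higher in LPS than in Con and all 9 were lower in LPS + JQ1 than in LPS. The paper chose these genes among those it called from the same RNA-seq, so that this count is no independent check. MMP3, MMP13 and VCAM1 had too few counts. Of the IRF genes measured by qRT-PCR, IRF2 had a log2 fold change of 1.08 in LPS compared to Con and -1.65 in LPS + JQ1 compared to LPS. IRF3 changed by 0.03 and 0.19, and IRF9, of which 79.9% of the stretches occur in no other gene, by 0.03 and -1.11. IRF7 changed by 0.21 (adjusted p = 0.0393, range over the alternatives 0.0189 to 0.286) in LPS compared to Con, and this call was lost with DESeq2 (with and without the low-count filter), library size only, the replicate block and only the 2 groups compared, and in 9 of the 12 fits that each left out 1 sample. IRF7 changed by 0.22 in LPS + JQ1 compared to LPS (adjusted p = 0.00489, range over the alternatives 8.37e-04 to 0.0902), and the call was lost with library size only and without LPS replicate 2.

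MYC had a log2 fold change of 0.22 (adjusted p = 0.0328, range over the alternatives 0.0261 to 0.248) in JQ1 compared to Con. This call was lost with DESeq2 (with and without the low-count filter), library size only and no low-count filter in edgeR, and in 4 of the 12 fits that each left out 1 sample. The log2 fold change of MYC in LPS + JQ1 compared to LPS was 0.59 (adjusted p = 1.33e-08), and the call was kept under every alternative run. Of the microglial markers, P2RY12 had 0 counts and AIF1 had 1 in the 12 libraries together, while CSF1R had 5 to 25 per library. The paper reports mRNA of P2RY12 and CSF1R in these cells from gel electrophoresis, which is another measure. With 0 counts, a level of P2RY12 under 0.0552 CPM cannot be excluded.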
